# Active elimination of intestinal cells drives oncogenic growth in organoids

**DOI:** 10.1016/j.celrep.2021.109307

**Published:** 2021-07-06

**Authors:** Ana Krotenberg Garcia, Arianna Fumagalli, Huy Quang Le, Rene Jackstadt, Tamsin Rosemary Margaret Lannagan, Owen James Sansom, Jacco van Rheenen, Saskia Jacoba Elisabeth Suijkerbuijk

**Keywords:** cell competition, small intestine, cancer, fetal-like, JNK, organoids

## Abstract

Competitive cell interactions play a crucial role in quality control during development and homeostasis. Here, we show that cancer cells use such interactions to actively eliminate wild-type intestine cells in enteroid monolayers and organoids. This apoptosis-dependent process boosts proliferation of intestinal cancer cells. The remaining wild-type population activates markers of primitive epithelia and transits to a fetal-like state. Prevention of this cell-state transition avoids elimination of wild-type cells and, importantly, limits the proliferation of cancer cells. Jun N-terminal kinase (JNK) signaling is activated in competing cells and is required for cell-state change and elimination of wild-type cells. Thus, cell competition drives growth of cancer cells by active out-competition of wild-type cells through forced cell death and cell-state change in a JNK-dependent manner.

## Highlights

• In organoids, wild-type intestine cells are actively eliminated by cancer cells
• Cell competition boosts proliferation of intestinal cancer cells
• Remaining wild-type cells adopt a fetal-like state
• JNK signaling in wild-type cells drives cell competition

## Introduction

Over the past years, it became evident that the internal proliferative potential of tumor cells is not sufficient for their expansion. Instead, tumor cells need to acquire multiple hallmarks of cancer, including growth-supporting interplay of tumor cells and their environment in order to sustain their proliferation (Hanahan and Weinberg, 2011). The basis of this interaction is often formed by processes that are, in origin, essential for normal early development and homeostasis (Suijkerbuijk and van Rheenen, 2017). One of those processes, cell competition, regulates survival of cells based on their relative fitness. In a homotypic context, cells strive and form viable tissues. However, in tissues built by heterogeneous populations, weaker cells will be removed by surrounding stronger cells. These features provide a strong mechanism that controls overall tissue and organismal fitness (Bowling et al., 2019; Clavería and Torres, 2016). Indeed, quality control by cell competition starts in the early mouse embryo (Clavería et al., 2013; Sancho et al., 2013) and continues to impact physiology up to late adulthood by determining the speed of aging (Merino et al., 2015).

In a tumor context, it has been shown that relative activation of YAP/TAZ, downstream effectors of the hippo signaling pathway, in peritumoral hepatocytes can influence growth of liver tumors by a process akin to cell competition (Moya et al., 2019). Furthermore, entosis, a form of cancer-driven cell competition, is correlated with a poor prognosis in patients with pancreatic ductal adenocarcinoma (Hayashi et al., 2020). These are examples of competitive cell interactions that suggest that cell competition could influence oncogenic growth. In addition, cell competition enforced by differential expression of isoforms of the protein Flower gives human cancer cells a competitive advantage over surrounding stromal tissue (Madan et al., 2019). We have shown that adenomas in the *Drosophila* midgut are dependent on active elimination of healthy surrounding tissue for their colonization (Suijkerbuijk et al., 2016). This illustrates that oncogenic growth can be driven by cell competition. However, the full potential and most of the mechanisms behind this process still need to be uncovered.

Here, we report that cell competition promotes growth of cancer cells in intestinal organoids. We show that cancer cells actively eradicate wild-type (WT) intestinal cells. Upon competition, JNK activation promotes a cell state transition in WT cells, which revert to a fetal-like state that is normally observed upon acute injury (Gregorieff et al., 2015; Nusse et al., 2018; Yui et al., 2018). Together, these competitional processes result in an increased colonization potential of cancer cells.

## Results

### Cancer cells out-compete WT small intestine cells

In order to investigate whether cell competition plays a role in mammalian intestinal cancer, we exploited the 3D organoid system (Sato et al., 2009), which closely resembles the architecture of the intestinal tissue. This allowed study of the interaction between cancer cells and WT cells in near-native conditions. Two different types of organoid cultures were derived from mouse small intestines: membrane-bound tdTomato-labeled WT cells and Dendra2-labeled intestinal cancer cells derived from Villin-Cre^ERT2^:*Apc*^fl/fl^*Kras*^G12D/WT^*Trp53*^fl/R172H^ transgenic mice (Fumagalli et al., 2017).

WT and cancer cell cultures were dissociated into small clumps of cells and concentrated to enable formation of mixed organoids (Figure 1A). Using time-lapse imaging of these cultures, we made two observations: (1) whereas pure WT cultures could expand over time (Figures 1B and 1D; Video S1), WT cells in mixed structures gradually disappeared (Figures 1B and 1D″; Video S3). (2) Tracking of the number of cancer cells by Histone H2B-Cerulean3 showed increased expansion in mixed compared to pure organoids (Figures 1C, 1D′, and 1D″; Videos S2 and S3). In addition, we adapted the recently described enteroid monolayer culture system that recapitulates all key aspects of the intestinal epithelium (Thorne et al., 2018) to study cell competition. For this, dissociated single cells were plated separately or mixed together on matrix coated imaging plates and followed for up to 10 days (Figure S1A). Pure cultures gradually covered the surface until a stable enteroid monolayer was formed (Figures S1B–S1D). However, once a full monolayer developed in mixed culture conditions, the surface area taken up by WT cells was not maintained but instead gradually decreased over time (Figures S1B’ and S1C). Furthermore, time-lapse imaging showed that WT cells reduced both in size and number when mixed with cancer cells (Figures S1E and S1E’; Video S4). Together, these data suggest that cancer cells can out-compete WT cells in mixed enteroid monolayer and organoid cultures.

**Figure 1:**
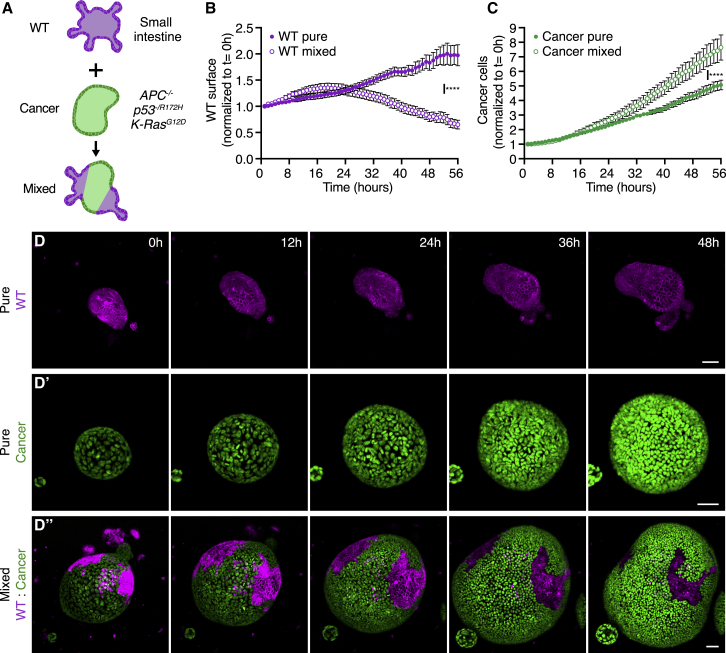
Cancer cells out-compete wild-type small intestine cells (A) Schematic depiction of a 3D model for cell competition in murine intestinal organoids. (B–D) Analysis of wild-type and cancer organoid growth under pure and mixed conditions by live imaging. Quantification of the wild-type cell surface (B) or number of cancer cells (C) within organoids normalized to the start of the time-lapse (mean ± SEM, paired t test, two-tailed; p < 0.0001, n = 12 and 15 organoids, B; p < 0.0001, n = 12 and 12, C). (D) Representative images of time-lapse series of pure wild-type (D), pure cancer (D’), and mixed (D’’) intestinal organoids; cancer cell nuclei are visualized by expression of H2B-Cerulean3. Scale bars represent 50 μm. See also Figure S1.

Video S1. Time-lapse series of 3D reconstructed pure wild-type intestinal organoid, related to Figure 1D

Video S2. Time-lapse series of 3D reconstructed pure cancer intestinal organoid, related to Figure 1D′

Video S3. Time-lapse series of 3D reconstructed mixed intestinal organoid, related to Figure 1D″

Video S4. Time-lapse series of a competing enteroid monolayer, related to Figure S1E Arrow heads indicate examples of wild-type cells that are shrinking and being eliminated.

### Elimination of WT cells is driven by apoptosis

So far, we showed that the surface area of WT cells in mixed organoids declines over time, suggesting that they are eliminated by cancer cells. This was confirmed by a reduction in the percentage of WT cells in organoids from ±40% 1 day after mixing to ±10% on day 4 (Figures 2A and 2B). Additionally, we observed that the absolute number of WT cells that contributes to mixed organoids was lower 4 days after mixing although the number of total cells and of cancer cells increased (Figure 2C). This indicates that, although expansion of the WT cell population is slower than that of the cancer cell population, a difference in proliferation rate cannot be the sole determinant of the loss of WT cells.

**Figure 2:**
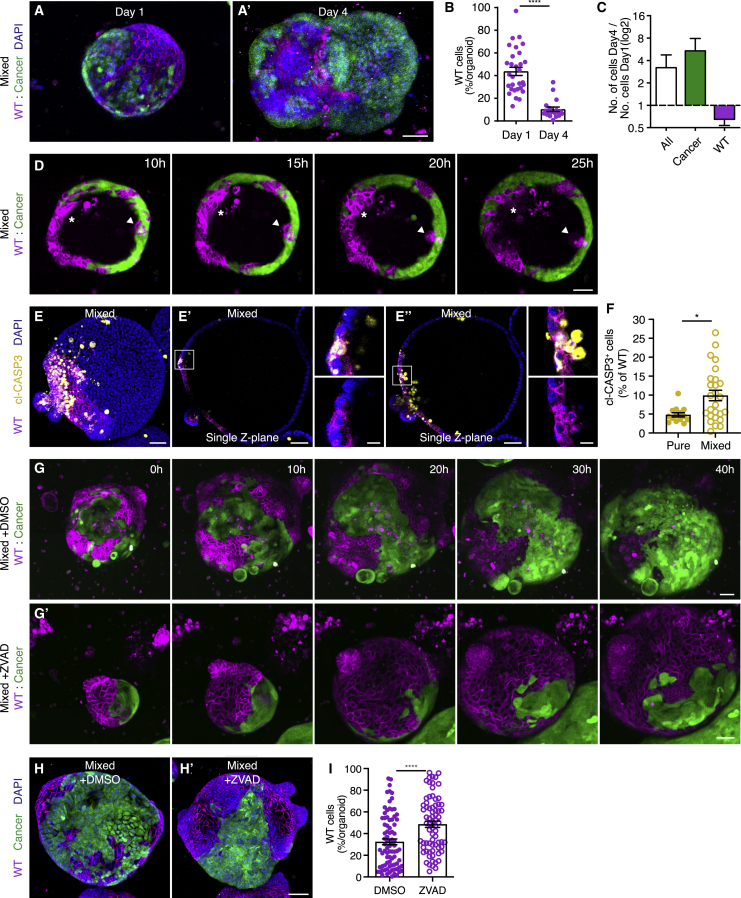
Elimination of wild-type cells is driven by apoptosis (A–C) Representative 3D-reconstructed confocal images of mixed organoids 1 day (A) and 4 days (A’) after plating; nuclei are stained with DAPI (blue). (B) The percentage of wild-type cells contributing to mixed organoids on day 1 and day 4 after plating is shown; each dot represents one organoid (mean ± SEM; Mann-Whitney; two-tailed; p < 0.0001; n = 30 and 19 organoids). (C) Displays the absolute number of cells in organoids shown in (B); the ratio of ‘day 4’ over ‘day 1’ of all (white), cancer (green), and wild-type (magenta) cells are plotted on a Log2 scale (mean ± SEM). (D) Representative images of time-lapse series of mixed intestinal organoid, maximum projection six Z stacks; extruding wild-type cells are indicated with an arrowhead (at interface with cancer cell surface) and asterisk (within the wild-type cell population). (E and F) Representative 3D-reconstructed (E) and single Z-plane (E’ and E’’) confocal images of a mixed organoid and quantification of the cl-CASP3^+^ cells relative to the total wild-type cell population (F). The organoids were stained for cl-CASP3 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (F) represents one organoid (mean ± SEM; unpaired t test; two-tailed; p = 0.0120; n = 14 and 26 organoids). (G) Representative 3D-reconstructed confocal images of time-lapse series of control (G) and apoptosis-inhibited (G’) mixed intestinal organoids. (H and I) Representative 3D-reconstructed confocal image of control (H) and apoptosis-inhibited (H’) mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (I); each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p < 0.0001; n = 82 and 73 organoids). Scale bars represent 50 μm, excluding magnifications in (E), where scale bar represents 10 μm. See also Figures S1, S2, S4, and S5.

In order to characterize how WT cells are lost from mixed organoids, we went back to time-lapse imaging. We observed two morphological changes that occurred to WT cells in mixed organoids compared to in pure organoids: the formation of typical crypt-villus structures was severely diminished and the extrusion of WT cells into the lumen of organoids increased (Figure 2D; Video S5). Interestingly, extrusion of WT cells was observed both at the interface with cancer cells (Figure 2D, arrowhead) and within the WT cell mass (Figure 2D, asterisk). Even though elimination of WT cells can be induced at a distance from cancer cells, multiple lines of evidence suggest that cell competition is short ranged: (1) WT and cancer cells are part of the same epithelium, and these competing cell populations directly interact (Figure S2A). (2) Occasional organoids of pure WT origin persist nearby mixed organoids (Figure S2B), suggesting that elimination of WT cells depends on intra-organoid interactions with cancer cells. (3) Growth and behavior of pure WT organoids plated in the same well with pure cancer or mixed organoids were undistinguishable of solely WT cultures (Figures S2C and S2D), indicating that the presence of both cell populations within the same organoid is required for out-competition of WT cells. It is important to note that this also shows that neither factors secreted by cancer cells nor depletion of components in the growth medium is sufficient to induce elimination of WT cells.

Video S5. Time-lapse series of mixed intestinal organoid, related to Figure 2D 3D reconstructed on the left, maximum projection of 6 Z stacks on the right. Cell extrusion is indicated with arrow heads.

We next asked whether programmed cell death is required for cancer-driven cell competition. We observed activation of caspase 3, a marker of apoptosis, in extruding WT cells (Figure 2E). This activation occurred both at the interface with cancer cells and further away and led to an overall increase in cell death in mixed WT cells (Figures 2E and 2F). Similarly, we observed increased rates of apoptotic WT cells in enteroid monolayers, although cancer cells are unaffected (Figures S1F–S1H). Surprisingly, treatment with the pan-caspase inhibitor Z-VAD-FMK could not prevent elimination of WT cells (Figures S1I and S1J), suggesting that a redundant process can cause out-competition of WT cells in these monolayers when apoptosis is inhibited. Potentially, this can be mediated by live cell extrusion, a mechanism involved in maintenance of cell density under homeostatic conditions (Eisenhoffer et al., 2012), but future work is required to determine involvement of this process. Importantly, time-lapse imaging of 3D cultures treated with Z-VAD-FMK showed increased maintenance of WT cells in mixed cultures (Figure 2G; Videos S6 and S7). Furthermore, quantification of the number of WT cells in mixed organoids showed that WT cells are not eliminated when apoptosis is inhibited (Figures 2H and 2I). It is interesting to note that the average percentage of WT cells in Z-VAD-FMK-treated mixed organoids is still lower (48.56%) than the expected percentage (66.67%) at the start of the experiment (based on the 2:1 starting ratio). This indicates that, although WT cells are not eliminated under these conditions, they do not gain the potential to out-compete cancer cells. Together, these data show that out-competition of WT cells is active and dependent on programmed cell death in 3D cultures.

Video S6. Time-lapse series of control treated 3D reconstructed mixed intestinal organoid, related to Figure 2G

Video S7. Time-lapse series of Z-VAD-FMK-treated 3D reconstructed mixed intestinal organoid, related to Figure 2G′

### Cancer cells boost their growth by cell competition

Previously, we observed increased expansion of competing cancer cells (Figure 1C) and therefore questioned whether cancer cells could be influenced by the presence of WT cells. First, we evaluated basal proliferation rates. By using markers that identify DNA replication (1-h EdU pulse) and active cell division (pH3), we could distinguish three populations of cells: cells in S phase (EdU^+^), cells that proceeded from S phase to mitosis (EdU^+^/pH3^+^), and mitotic cells (pH3^+^). Whereas proliferation in pure WT organoids was restricted to crypt regions (Figure 3A), no obvious spatial organization of proliferating cells was observed in pure cancer organoids (Figure 3A’). Importantly, competing cancer cells showed increased proliferation throughout the cell cycle (Figures 3A–3D). This implies that intestinal cancer cells boost their own proliferation and benefit from competitive cell interactions with WT intestinal cells.

**Figure 3:**
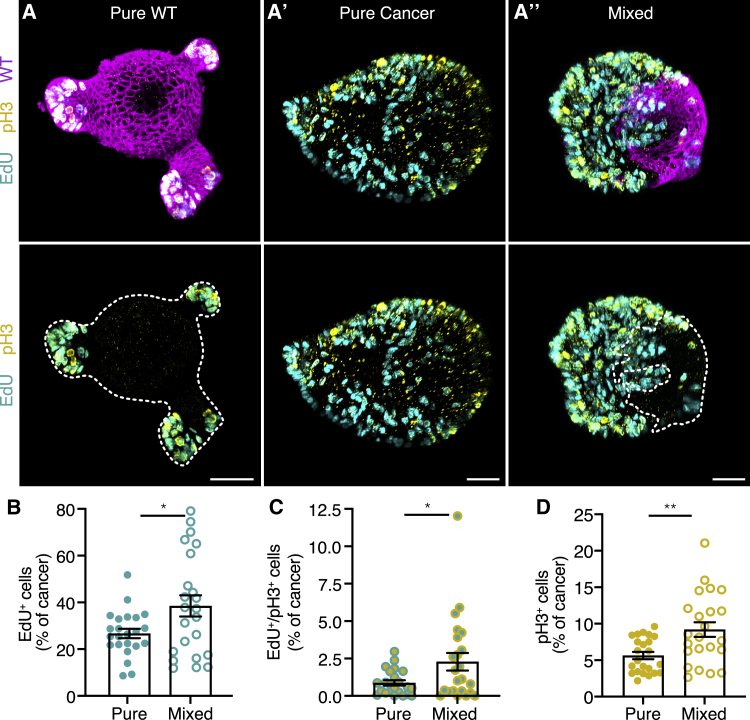
Cancer cells boost their growth by cell competition (A) Representative 3D-reconstructed confocal images of pure wild-type (A), pure cancer (A’), and mixed (A’’) organoids. Cells in S phase are labeled with EdU (cyan), and mitotic cells are marked by pH3 (yellow); cells that progressed from S phase to mitosis within 1 h are double positive. (B–D) Quantification of cancer cell proliferation in pure and mixed organoids. The number of cells in S phase (B), cells that progressed from S phase to mitosis within 1 h (C), and cells in mitosis (D) relative to the total cancer cell population is plotted. Each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p = 0.0225, B; p = 0.0263, C; and p = 0.0027, D; n = 23 organoids for each condition). Scale bars represent 50 μm.

### Cell competition induces a fetal-like state in WT cells

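WT small intestinal organoids carrying membrane-bound tdTomato and Dendra2-labeled cancer organoids were cultured pure or mixed at 2 WT cells to 1 cancer cell. On day 3 after mixing, both populations were separated by cell sorting and sequenced in bulk. Pure WT, mixed WT, pure cancer and mixed cancer cells have 2 libraries each, 8 libraries in total. Each library is named here by the well in its label, A01 and A05 for pure WT, A02 and A06 for mixed WT, A03 and A07 for pure cancer, and A04 and A08 for mixed cancer cells. The labels do not say which wells were cultured together, so no test was paired. The libraries were made with CEL-Seq, which reads the 3' end of each transcript and tags each molecule with a short random barcode. The authors deposited 3 count tables without normalization, listing each gene by its symbol and chromosome. These hold reads per gene, different molecule barcodes per gene, and transcripts estimated from the barcodes. No barcode count exceeded the number of different barcodes of 4 bases, so the barcode and transcript tables level off for abundant genes and read counts were used here. Amplification copies are included in the read counts, so the intervals and limits given with them cover counting error only.

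The reads on genes were 1103139 in A01 and 1905693 in A05, 73109 in A02 and 515035 in A06, 210030 in A03 and 333831 in A07, and 4733121 in A04 and 201137 in A08. The largest total was 64.7 times the smallest. Of the 13420 genes in the tables, 5264 passed the filter on low counts (edgeR's filterByExpr with a minimum count of 10) and were tested. In A02, 26.1% of these had 0 reads, against 0.646% in A04. A gene with 0 reads in both libraries of a group can be limited to 1.04 CPM (reads scaled to a common library total) in pure WT, 5.80 CPM in mixed WT, 5.72 CPM in pure cancer and 0.566 CPM in mixed cancer cells. Between the 2 libraries of a group, counts differed by more than counting error, with a chi-square per degree of freedom of 14.1 in pure WT, 6.00 in mixed WT, 10.9 in pure cancer and 7.60 in mixed cancer cells. This value rises with the number of reads and covers 4984 genes in pure WT but 2924 in mixed WT cells. It therefore does not rank the groups by how well their libraries agree. Groups were compared with edgeR's quasi-likelihood test on all 8 libraries with TMM normalization and Benjamini-Hochberg adjustment over the tested genes. Values per group are normalized CPM with the standard deviation between the 2 libraries. The paper's text does not state whether these 2 libraries are biological or technical replicates. The standard deviations and tests may therefore not cover the variation between separate cultures.

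**Figure D1:**
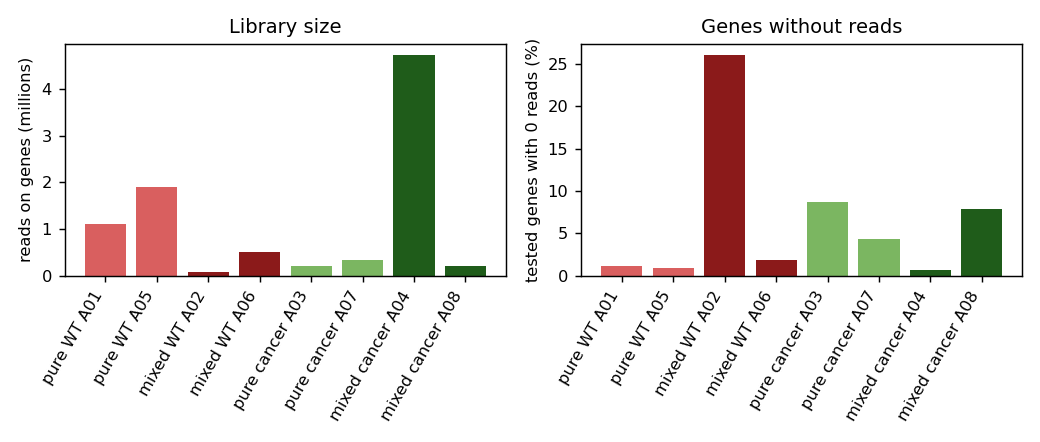
Reads on genes, in the unit of the axis, and the percentage of the 5264 tested genes with 0 reads, as bars for each of the 8 libraries, colored by group. Mixed WT library A02 has the fewest reads and the most tested genes without a read.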

In order to characterize molecular mechanisms underlying cell competition driven by cancer cells, we used bulk RNA sequencing to identify genes that are differentially expressed between pure and mixed organoids (Figures S3A–S3C). 

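Between mixed and pure cancer cells, 0 of the 5264 tested genes passed an adjusted p of 0.05 in edgeR's test, and the smallest adjusted p was 1. Without adjustment, 69 genes passed the same threshold, of which 54 were higher and 15 lower in mixed cancer cells, whereas 263 would be expected to do so by chance. DESeq2 on the 8 libraries also gave 0 genes after adjustment, and without adjustment 64 higher and 17 lower. The adjusted count stayed 0 with each library left out in turn and under every other setting tried. In simulated libraries of the same depths, the test recovered 3.36% of 2-fold changes between the cancer groups, 26.9% of 4-fold, 71.2% of 8-fold and 89.7% of 16-fold changes. Smaller changes of single genes were therefore mostly not detectable at this depth.

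Distances between libraries were measured over the 500 most variable genes, as Euclidean distances of log2 CPM. The 4 pairs of a mixed and a pure cancer library lay 38.2 apart on average, with a range of 27.9 to 52.8. The 2 pure cancer libraries lay 50.6 apart and the 2 mixed cancer libraries 32.5 apart. The mean distance between the groups was 0.920 times the mean distance within them. In 20 simulations of the same depths without any difference between the groups, this ratio was between 0.946 and 1.02. The measured ratio lies outside this range. Genes varied independently in the simulations, which leave out effects on a whole library. The measured ratio rests on single libraries, as it was 1.45 without pure cancer library A07 and 0.697 without mixed cancer library A08.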

The transcriptome of competing cancer cells was very similar to that of pure cancer cells (Figure S3D), indicating that phenotypic changes in cancer cells induced by cell competition are not of a transcriptional nature. In contrast, the transcriptome of WT cells was dramatically changed upon cell competition (Figure S3D). 

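Between mixed and pure WT cells, 39 of the tested genes passed an adjusted p of 0.05 (edgeR), 34 higher and 5 lower in mixed WT cells. Without adjustment, 263 genes were higher and 246 lower at the same threshold. In simulated libraries of the same depths, the test recovered 3.72% of 2-fold, 33.1% of 4-fold, 64.9% of 8-fold and 78.3% of 16-fold changes between the WT groups, with 4.7 false calls on average. At the adjusted threshold, fitting only the 4 WT libraries called 108 genes. The count moved most with single libraries left out. It was 2 without mixed WT library A06, 8 without pure WT library A05 and 118 without pure cancer library A07. All 34 genes that were called higher kept their direction without A05. Without A06, 32 of them kept it, and the other 2, Irf7 and 2310002J15Rik, have no read in A02 and a level under its floor in pure WT cells, so they give no direction.

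Apart from the Ly6 and annexin genes, the genes with the largest increase and a mean of at least 50 reads per library were S100a14, Ncoa4 and AA467197. S100a14 (chromosome 3 of GRCm38, 90526856 to 90528837) had a log2 fold change of 3.10 (standard error 0.562, adjusted p = 0.00933, edgeR). Ncoa4 (chromosome 14, 32159865 to 32179855) had one of 3.03 (standard error 0.564, adjusted p = 0.0102, edgeR). AA467197 (chromosome 2, 122636986 to 122641191) had one of 2.92 (standard error 0.506, adjusted p = 0.00598, edgeR), and 6.65% of the windows of 50 bases at its 3' end also occur in Mir147. Rnase1 (chromosome 14, 51144998 to 51146785) had 313 reads in pure WT and 0 in mixed WT cells, at least 18.8-fold lower in the latter against the floor, with a ratio of at most 0.0658 at its upper 95% counting limit (adjusted p = 0.0294, edgeR), and DESeq2 on the 8 libraries gave it no adjusted p. Clca4, which the files place on chromosome 3 and the annotation does not list, had a log2 fold change of −3.58 (standard error 0.681, adjusted p = 0.0133, edgeR). Oat (chromosome 7, 132557478 to 132576398) had one of −2.77 (standard error 0.594, adjusted p = 0.0284, edgeR). Pla2g2a (chromosome 4, 138831857 to 138835186) is annotated as a polymorphic pseudogene and had one of −2.55 (standard error 0.613, adjusted p = 0.0494, edgeR). None of these 7 genes passed the threshold without A05 or without A06. The adjusted p of S100a14 rose to 0.0686 and 0.282, that of Ncoa4 to 0.251 and 0.0796 and that of AA467197 to 0.132 and 0.0996. From barcode counts it was 0.0786 for S100a14 and 0.0707 for Oat. With a trend on GC content and transcript length removed it was 0.0681 for AA467197 and 0.0574 for Pla2g2a, which also missed the threshold without mixed WT library A02, at 0.0697, and at a minimum count of 50, at 0.0510.

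The mean distance between a mixed and a pure WT library was 56.3, with a range of 35.8 to 77.3 over 4 pairs. The 2 pure WT libraries lay 19.7 apart and the 2 mixed WT libraries 77.0 apart. The distance between the groups was 1.16 times that within them, against 1.01 to 1.07 in simulations without a difference. Genes varied independently in these simulations, so their range leaves out effects on a whole library and is too narrow to judge the measured ratio. The measured ratio was 0.679 without A05, 0.717 without A01, 1.88 without A02 and 4.02 without A06. On the second principal component, which held 20.4% of the variance, A02 lay at −52.6 and the other 3 WT libraries between 17.4 and 21.3. The change upon mixing differed between WT and cancer cells for 4 genes at adjusted p < 0.05 (edgeR's test of the interaction), all of which rose more in WT cells. Without A04 or without A06 this count was 1, and without A03 it was 32. In the authors' table of this comparison, 36 of the 39 genes called here also have an adjusted p under 0.05.

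**Figure D2:**
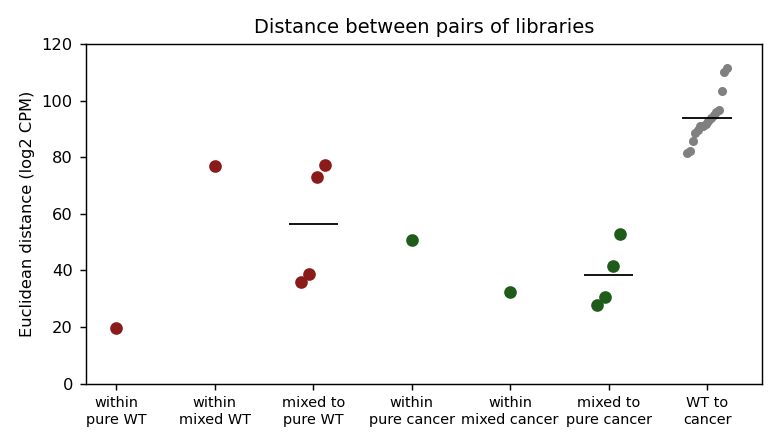
Euclidean distances of log2 CPM over the 500 most variable genes between pairs of libraries, within and between groups, with a black line at each mean. The distance within mixed WT cells, 77.0, is near the largest distance between mixed and pure WT libraries, 77.3.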

Subsequent Gene Ontology analysis displayed enrichment of multiple cell-death-related pathways in competing WT cultures (Figure 4A), whereas processing of mRNA and cell proliferation were enriched in pure WT cultures (Figure 4B). These data confirm a negative impact of cell competition on WT cells. 

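The terms of Figures 4A and 4B were followed here with short gene lists written by hand for each class of terms, as the database behind the published terms is not among the files. Lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over all 15 lists of the comparison. Of the 24 tested programmed cell death genes, 20 were higher in mixed WT cells, with a median log2 fold change of 0.65 (adjusted p = 0.00229, camera). The adjusted p was 0.0506 without A05. Of these 24 genes 17 reached 10 CPM in pure WT cells and 2 are also in the list of p53 targets. Gsdmd was called over all genes, and 2 genes passed when adjusted over the list alone. Gsdmd (chromosome 15 of GRCm38, 75862327 to 75867408) had a log2 fold change of 2.48 (standard error 0.573, adjusted p = 0.0389, edgeR). Its adjusted p was 0.0773 without A01, 0.397 without A05, 0.470 without A06, and 0.0506 with DESeq2 on the 4 WT libraries.

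Of 17 defense response genes, taken from interferon and antigen presentation genes, 14 were higher, with a median log2 fold change of 1.40 (adjusted p = 7.58e-07, camera). The median was 1.34 without the 1 gene at or under the floor in both groups. Only 8 of the 17 reached 10 CPM in pure WT cells, and with a minimum count of 50 the list was not past the threshold (adjusted p = 0.660, camera). Irf7, Rtp4 and Xaf1 were called over all genes, and 8 genes passed when adjusted over the list alone. Irf7 (chromosome 7, 141262706 to 141266481) had 3 reads in pure WT and 27 in mixed WT cells, a ratio of 49.9 with a 95% counting interval of 15.4 to 257 (adjusted p = 0.0399, edgeR). All 27 reads came from A06. The floor of A02 alone was 39.3 CPM, above the level of Irf7 in pure WT cells, so that library gives no direction. Its adjusted p was 0.120 without A01, 0.610 without A05 and 0.179 with DESeq2 on the 4 WT libraries, and DESeq2 on the 8 libraries gave neither Irf7 nor Xaf1 an adjusted p. Rtp4 (chromosome 16, 23520291 to 23614222) was at least 37.0-fold higher against the floor, or 27.4-fold at the lower 95% counting limit of the ratio (adjusted p = 0.0284, edgeR), and Xaf1 (chromosome 11, 72301629 to 72313733) at least 33.3-fold higher, or 24.4-fold at that limit (adjusted p = 0.0294, edgeR). Neither passed without A05, at 0.163 and 0.272, or without A06, at 0.245 and 0.356.

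Of 17 genes of the response to inorganic substances, 9 were higher and the median log2 fold change was 0.11 (adjusted p = 0.399, camera). From barcode counts the list was raised (adjusted p = 0.00947, camera). In pure WT cells 15 of the 17 reached 10 CPM. Mt2 was the gene called over all genes, and 4 genes passed when adjusted over the list alone. Mt2 (chromosome 8, 94172664 to 94173568) had a log2 fold change of −2.79 (standard error 0.598, adjusted p = 0.0284, edgeR) and was not called without A05 or without A06.

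The lists for terms enriched in pure WT cells were lower in mixed WT cells. Of 25 cell cycle genes 22 were lower, with a median log2 fold change of −0.78 (adjusted p = 0.000573, camera), though without A06 the adjusted p was 0.519. Of 30 genes of DNA metabolism and chromosome organization 28 were lower, with a median of −1.37 (adjusted p = 2.48e-10, camera). Of 41 genes of RNA splicing and mRNA processing 33 were lower, with a median of −0.66 (adjusted p = 0.000573, camera). In pure WT cells 23, 29 and 40 of these genes reached 10 CPM. None of them was called over all genes, and 0, 9 and 0 passed when adjusted over the list alone. Over the 15 lists, 13 passed with camera, 7 higher and 6 lower. With limma's fry 5 held, namely annexins, fetal-like and repair markers, cell death and defense genes (adjusted p = 0.0355 each) and p53 targets (adjusted p = 0.0398). None held with the correlation estimated from the data, where the smallest adjusted p was 0.0897.

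**Figure D3:**
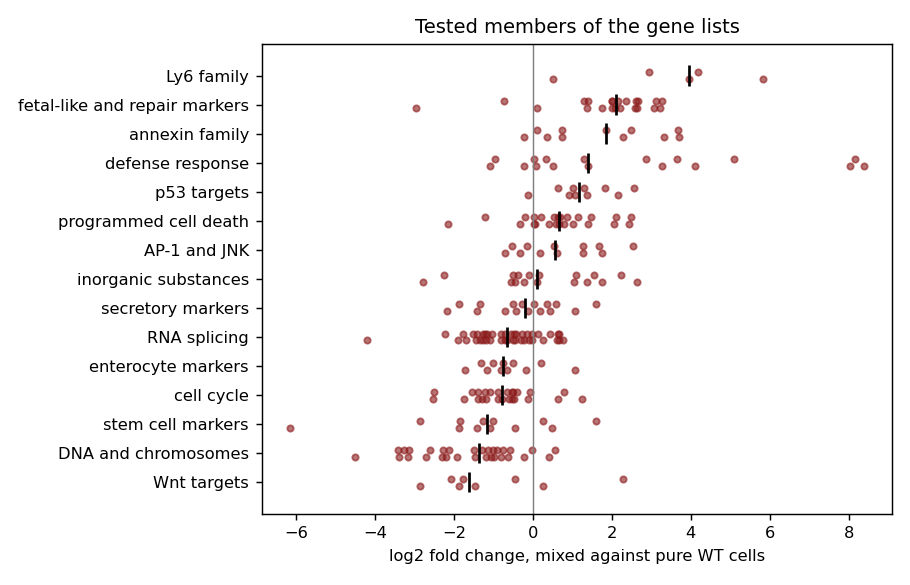
Log2 fold change between mixed and pure WT cells of the tested genes of each list, 1 point per gene, with a black bar at the median. The medians range from 3.96 for the Ly6 family to −1.61 for Wnt targets.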

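Ly6d, Ly6a and Ly6c1, which belong to the Ly6 family, lie on chromosome 15 of GRCm38. Ly6d (74762056 to 74763620, 3 exons) had 8 and 6 reads in the pure WT libraries and 15 and 163 in the mixed WT libraries. Its normalized count was 5.35 ± 2.79 CPM (SD, n = 2) in pure WT and 283 ± 122 CPM (SD, n = 2) in mixed WT cells. The log2 fold change was 5.82 (standard error 0.680, adjusted p = 6.31e-05, edgeR). Ly6d passed the threshold with each library left out and in all 10 alternatives. Its level in pure cancer cells was 134 CPM, below that in mixed WT cells. Ly6a (74994877 to 74998031, 4 exons), which encodes SCA1, had 125 and 83 reads in pure WT and 35 and 869 in mixed WT cells. This gave 80.5 ± 47.9 CPM (SD, n = 2) against 1214 ± 1068 CPM (SD, n = 2). The log2 fold change was 3.96 (standard error 0.604, adjusted p = 0.00134, edgeR). It was not called without A06, with a log2 fold change of 2.43 (adjusted p = 0.0860, edgeR), or from barcode counts, with one of 2.69 (adjusted p = 0.336, edgeR). Of the windows of 50 bases at its 3' end, 4.43% also occur in I830127L07Rik and Ly6c2. A share of 19.8% of the cancer level would be needed to raise Ly6a in WT cells to the level measured. Ly6c1 (75044018 to 75048830) had 1 read in each pure WT library and 1 and 2 in the mixed WT libraries, too few for a fold change (adjusted p = 0.528, edgeR). Its adjusted p stayed between 0.406 and 1 in every other fit, and 20.0% of its 3' windows also occur in Ly6c2.

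All 5 tested members of the family had a positive log2 fold change, with a median of 3.96 (adjusted p = 1.78e-07, camera), and the adjusted p was 0.0593 with fry. Of the 5, 2 were at or under the floor in both groups, Ly6c1 and Ly6c2, so their sign carries little weight. Without them the median stayed at 3.96. Only 2 of the 5 reached 10 CPM in pure WT cells. The remaining members were Ly6c2, with 1 read in mixed WT and none in pure WT cells, and Ly6e, with a log2 fold change of 0.50 (standard error 0.547, adjusted p = 0.834, edgeR). Over all genes 2 members were called, and 2 passed when adjusted over the list alone. Neither the latter count nor the tests of the list are independent evidence, since the study picked 3 of the 5 members on these samples.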

Interestingly, among the most highly upregulated genes were multiple members of the *Ly6* family (Figure 4C). The *Ly6* family genes are induced in intestinal epithelia after exposure to colitis (Flanagan et al., 2008), and one of its members, stem cell antigen-1 (*Sca1/Ly6a*), has recently been shown to be a marker of regenerating colonic epithelia (Yui et al., 2018). Furthermore, *Sca1* expression is activated in small intestinal epithelia that have been challenged with parasitic helminths (Nusse et al., 2018). Importantly, both injury responses cause a reprogramming of the tissue and adoption of an undifferentiated fetal-like state (Nusse et al., 2018; Yui et al., 2018). This response, which is essential for maintenance of the epithelial barrier in the intestine, is also characterized by increased expression of genes of the annexin family (Yui et al., 2018), which were also abundantly present among the highly upregulated genes in competing WT cells (Figure 4C). This prompted us to further investigate the exact transcriptional response induced in competing WT small intestinal cells, and we observed enrichment of the previously reported fetal-like and repair signatures (Figures 4D and S3E–S3G). This indicates that cancer cells actively damage the surrounding WT epithelium, which activates a response resembling an epithelium that is recovering from dextran sulfate sodium-induced colitis. 

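Annexins were read from the same comparison of mixed and pure WT cells. Anxa10 (chromosome 8 of GRCm38, 62057042 to 62123150) rose from 103 ± 50.7 CPM (SD, n = 2) in pure WT to 1324 ± 17.9 CPM (SD, n = 2) in mixed WT cells. The log2 fold change was 3.69 (standard error 0.514, adjusted p = 0.000430, edgeR), and the gene was called with each library left out. In cancer cells it reached 4.12 CPM when pure and 1.57 CPM when mixed. Anxa3 (chromosome 5, 96793339 to 96845966) rose from 10.2 ± 1.48 to 89.9 ± 71.5 CPM (SD, n = 2 each), with a log2 fold change of 3.32 (standard error 0.621, adjusted p = 0.0102, edgeR). It was not called without A05, at 0.0686, or without A06, at 0.407. Anxa1 (chromosome 19, 20373428 to 20390944) rose from 33.9 ± 22.0 to 180 ± 88.0 CPM (SD, n = 2 each), with a log2 fold change of 2.47 (standard error 0.542, adjusted p = 0.0294, edgeR). Its adjusted p was 0.309 without A01 and 0.338 without A06. It was 0.109 with DESeq2 on the 4 WT libraries and 0.0595 with the trend on GC content and length removed.

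Anxa2 (chromosome 9, 69453620 to 69491795) was 307 ± 207 CPM in pure WT and 1081 ± 509 CPM in mixed WT cells (SD, n = 2 each), with a log2 fold change of 1.84 (standard error 0.471, adjusted p = 0.0734, edgeR). Its adjusted p ranged from 0.00158 without A07 to 0.840 without A05. Anxa5 (chromosome 3, 36448923 to 36475894) was 41.6 ± 7.10 against 182 ± 165 CPM (SD, n = 2 each), with a log2 fold change of 2.27 (standard error 0.572, adjusted p = 0.0693, edgeR). DESeq2 on the 8 libraries gave an adjusted p of 0.0111 for Anxa2 and 0.0120 for Anxa5. Anxa8 (chromosome 14, 34085981 to 34100571) had 5 reads in pure WT and 16 in mixed WT cells, all 16 in A06. Its log2 fold change was 3.70 (standard error 1.38, adjusted p = 0.316, edgeR). A02 gives no direction, as its floor of 39.3 CPM lies above the level in pure WT cells. The other tested annexins moved less, with log2 fold changes of 0.36 for Anxa4, 0.11 for Anxa6, 0.73 for Anxa7, −0.23 for Anxa11 and 0.72 for Anxa13, none of them called.

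Of the 11 tested annexins 10 had a positive log2 fold change, with a median of 1.84 (adjusted p = 5.91e-10, camera). Of the 11, 10 reached 10 CPM in pure WT cells. Over all genes 3 were called and 6 passed when adjusted over the list alone. Neither the latter count nor the camera test is independent evidence, since the study marked 6 of the 11 on these samples.

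**Figure D4:**
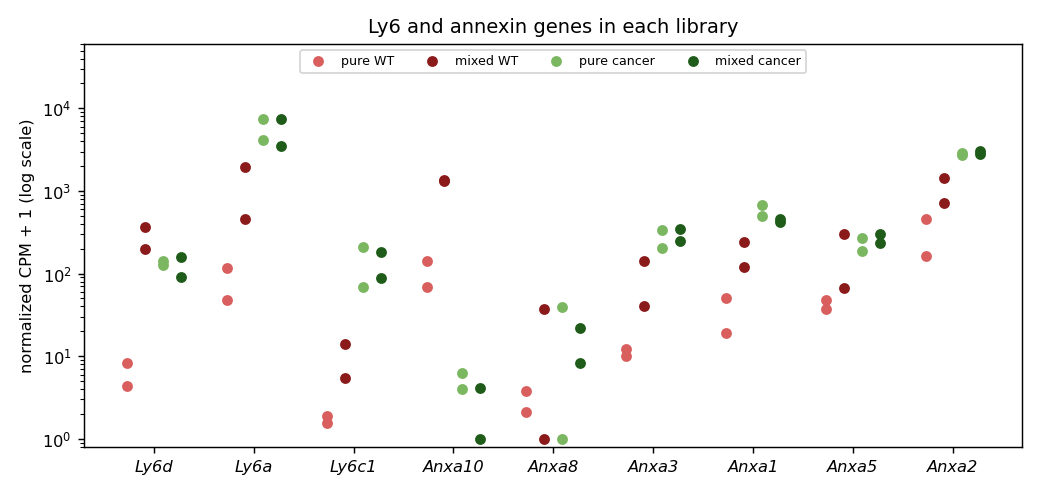
Normalized CPM plus 1 on a log axis for 3 Ly6 and 6 annexin genes in each library, colored by group. Anxa10 lies above all cancer libraries in both mixed WT libraries, whereas Anxa8 has reads in 1 mixed WT library.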

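The published signatures are not among the files, so a list of fetal-like and repair markers outside the Ly6 and annexin families was written by hand. Of its 22 tested genes, 20 were higher in mixed than in pure WT cells. The median log2 fold change was 2.11 (adjusted p = 4.37e-19, camera), and 2.21 without the 3 genes at or under the floor in both groups. The list stayed past the threshold with each library left out. In pure WT cells 16 of the 22 reached 10 CPM, and none is in another list. Msln and S100a6 were called over all genes, and 16 passed when adjusted over the list alone. Msln (chromosome 17 of GRCm38, 25748613 to 25754378) had a log2 fold change of 2.60 (standard error 0.608, adjusted p = 0.0399, edgeR). It was not called without A05, without A06 or with DESeq2 on the 4 WT libraries. S100a6 (chromosome 3, 90612882 to 90624181) had one of 1.99 (standard error 0.409, adjusted p = 0.0199, edgeR). It was not called without A05 or without A06, from barcode counts, at 0.574, from transcript counts, at 0.245, or with the trend on GC content and length removed, at 0.130. The same list was 2.77 higher in pure cancer than in pure WT cells in its median log2 value (adjusted p = 1.51e-11, camera). From the enrichment of these signatures, the paper reasons that cancer cells damage the surrounding WT epithelium, which activates a response resembling recovery from colitis.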

Next, we validated the observed activation of the fetal-like response by immune-fluorescence staining of SCA1. A heterogeneous expression of SCA1 was detected in cancer cells, which was unaltered in mixed compared to pure cancer (Figures 4E and 4F), thereby reflecting the results of the transcriptional analysis. On the other hand, WT cells showed a homogeneous low expression of SCA1 in unchallenged conditions, which was dramatically increased in competing cells (Figures 4E and 4G). Thus, together, these data show that WT small intestine cells revert to a fetal-like state when challenged by competing cancer cells.

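SCA1 is encoded by Ly6a, whose mRNA level in cancer cells was 5798 ± 2306 CPM (SD, n = 2) when pure and 5426 ± 2707 CPM (SD, n = 2) when mixed. The log2 fold change between mixed and pure cancer cells was −0.10 (standard error 0.528, adjusted p = 1, edgeR). This difference is smaller than the spread between libraries. In these fits without pairs its sign depends on single libraries, as it was −0.66 without A08, 0.35 without A04 and 0.42 without A07. In the order of the wells, Ly6a was 4167 CPM in A03 and 3511 CPM in A04, and 7429 CPM in A07 and 7340 CPM in A08. If these wells were pairs, which the labels do not say, Ly6a would be slightly lower in mixed cancer cells in each pair. The barcodes counted for Ly6a were 190 and 252 in pure cancer cells, and 232 and the highest possible count in mixed cancer cells, so barcode counts cannot resolve a change. The change of Ly6a upon mixing was larger in WT than in cancer cells by a log2 difference of 4.06 (standard error 0.785, adjusted p = 0.0386, edgeR). This difference was not called without A04, at 0.0517, or without A06, at 0.186. It was also lost in 4 alternatives, from barcode counts, at 0.439, from transcript counts, at 0.0790, with a minimum count of 50, at 0.0530, and with the trend on GC content and transcript length removed, at 0.364.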

**Figure 4:**
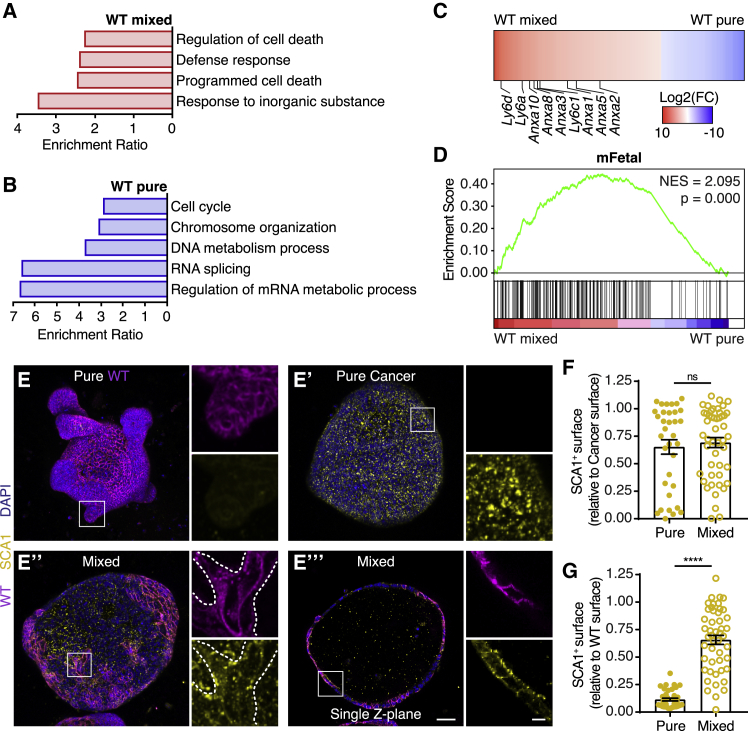
Cell competition induces a fetal-like state in WT cells (A and B) Gene Ontology analysis of differentially expressed genes (p < 0.05) in wild-type populations that are enriched in mixed (A) and pure (B) cells. (C) Heatmap of the fold change of genes that are differentially expressed in wild-type cells upon mixing (Log2). Genes of the *Ly6* and *Anxa* families are indicated. (D) Gene set enrichment analysis showing enrichment of a fetal signature (Yui et al., 2018) in mixed wild-type cells. (E–G) Representative 3D-reconstructed confocal images of pure WT (E), pure cancer (E’), mixed (E’’) organoids, and a single Z-plane of E’ (E’’’) and quantification of the SCA1^+^ surface relative to the total cancer (F) or wild-type (G) surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (F) and (G) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons: p > 0.9999; n = 34 and 48 organoids, F; p < 0.0001, n = 39 and 48 organoids, G). Scale bars represent 50 μm, excluding magnifications in (E), where scale bar represents 10 μm. See also Figures S3 and S4.

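The authors deposited the table of their comparison of mixed with pure WT cells, made with DESeq2. Without adjustment, it holds 340 genes higher and 169 lower in mixed WT cells at a threshold of 0.05, and after adjustment 59 higher and 7 lower. Ordered by log2 fold change among the 340, the authors' values for the genes that Figure 4C marks are 5.92 for Ly6d at position 15, 4.01 for Ly6a at position 58, 3.79 for Anxa10 at position 73 and 3.58 for Anxa8 at position 82. Further down are 3.38 for Anxa3 at position 89, 3.23 for Ly6c1 at position 94, 2.55 for Anxa1 at position 150, 2.32 for Anxa5 at position 168 and 1.92 for Anxa2 at position 216. In that table Ly6c1 has an adjusted p of 0.416 (DESeq2), and Anxa8 has none, as DESeq2 filtered it out before adjustment. The mean normalized count in the authors' table equals that over all 8 libraries for 13417 of 13417 genes compared, within 0.1%, and that over the 4 WT libraries for 25. DESeq2 run here on the 8 libraries called the same 66 genes. Its log2 fold change lay within 0.01 of the authors' for 5250 of the 5264 tested genes. Between edgeR and the authors' values, Pearson's r across genes was 0.946, where genes are not independent replicates.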

### Multiple types of intestinal cancer compete with WT cells

Over the past years, it became apparent that colorectal cancer can be stratified in multiple subtypes based on transcriptional profiling (Guinney et al., 2015). Each of these types display different molecular characteristics, which coincide with a different clinical progression of disease. So far, the here-described cell competition models were based on classical adenocarcinoma cells, resembling colorectal subtype 2. We next wondered whether other colorectal cancer subtypes can drive cell competition in intestinal organoids. Recently, epithelial NOTCH1 signaling has been shown to induce tumor microenvironment similar to human colorectal cancer subtype 4 (Jackstadt et al., 2019), and this is associated with an overall poor prognosis for patients. Organoids derived from these highly metastatic small intestinal tumors, induced by activation of KRas, together with deletion of p53 and overexpression of NOTCH1 intracellular domain (KPN), were mixed with WT small intestine cells. We found that KPN cancer cells can eliminate WT small intestine cells in an apoptosis-dependent manner (Figures S4A and S4B). In addition, cancer organoids derived from less invasive *Apc*^fl/+^*Trp53*^fl/fl^ Rosa26^N1icd/+^ (APN) small intestine tumors out-competed WT cells in mixed organoids (Figures S4C and S4D). Importantly, both types of intestinal cancer organoids could, like classical adenocarcinoma cells, induce activation of SCA1 in WT cells (Figures S4E–S4J). Thus, together, these data show that multiple types of intestinal cancer cells can induce a fetal-like state and eliminate WT cells.

### Loss of LGR5^+^ stem cells by induction of a fetal-like state through cell competition

The induction of a fetal-like state in adult intestinal epithelia has been reported to coincide with loss of intestinal stem cell (ISC) markers and removal of their niche (Nusse et al., 2018). We therefore next questioned how intestinal stem cells are affected by cancer-driven cell competition. ISCs are marked by leucine-rich-repeat-containing G-protein-coupled receptor 5 (LGR5) (Barker et al., 2007). We next derived organoids from Lgr5^DTR^ transgenic mice (Tian et al., 2011), in which the first coding exon of *Lgr5* was replaced with enhanced green fluorescent protein (EGFP) and human diphtheria toxin receptor (DTR). With the use of these Lgr5-DTR-EGFP organoids, we could detect ISCs localized in crypt regions of pure WT organoids (Figure 5A). Upon challenging these cells with competing cancer cells, we observed a marked decrease in the number of LGR5-positive cells (Figures 5A’ and 5B). We observed direct interaction of LGR5^+^ stem cells with cancer cells (Figure 5A’) and occasional extrusion of LGR5^+^ cells at this interface (Figure 5C). This suggests that the reduced population of LGR5^+^ cells is, at least in part, caused by elimination of these cells. However, because most of the WT population reverts to a fetal-like state (Figure 4G), the majority of eliminated WT cells are instead SCA1 positive (Figure S5A). Thus, cancer-driven cell competition induces a cell-state transition in the surrounding WT epithelium that is characterized by loss of LGR5^+^ stem cells and adoption of a fetal-like state.

**Figure 5:**
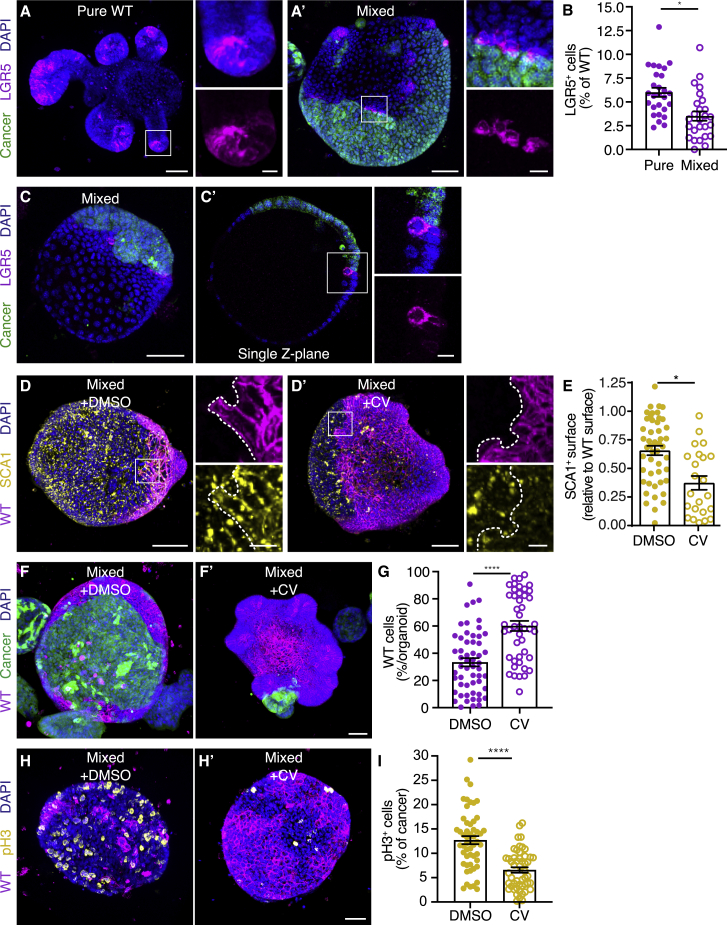
Increased stemness prevents cell competition (A–C) Representative 3D-reconstructed confocal images of pure WT (A) and mixed (A’ and C) organoids and single Z-plane of C (C’); LGR5^+^ intestinal stem cells (magenta) and nuclei (blue) are visualized. The insets display a 2× magnification of the area in the white box. (B) Graph displays a quantification of the number of LGR5^+^ cells relative to the total number of wild-type cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; p = 0.0219; n = 27 and 26 organoids). (D and E) Representative 3D-reconstructed confocal images of control (D) and CV (D’) treated mixed organoids and quantification of the SCA1^+^ surface relative to the total wild-type surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (E) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons: p = 0.0147; n = 48 and 23 organoids). Displayed control organoids are from the same dataset used in Figure 4G. (F and G) Representative 3D-reconstructed confocal image of control (F) and CV-treated (F’) mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (G); each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p < 0.0001; n = 55 and 45 organoids). (H and I) Representative 3D-reconstructed confocal images of control (H) and CV-treated (H’) mixed organoids. Mitotic cells are marked by pH3 (yellow) and nuclei with DAPI (blue). (I) Quantification of the number of pH3^+^ cells in mixed organoids relative to the total number of cancer cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; p < 0.0001; n = 53 and 50 organoids). Scale bars represent 50 μm, excluding magnifications in (A), (C), and (D), where scale bar represents 10 μm. See also Figure S5.

### Increased stemness prevents cell competition

So far, we have shown that WT intestine cells undergo a cell-state transition when exposed to cancer cells. We next wondered whether reversal of this process could disrupt cell competition. Therefore, we sought a way to interfere with the cell state of WT organoids and turned to the previously described treatment with CHIR99021 and valproic acid (CV; Yin et al., 2014). This combined inhibition of glycogen synthase kinase 3β (GSK3β) and histone deacetylases (HDACs), reported to increase self-renewal of ISCs, indeed resulted in enrichment of LGR5-positive cells in cultures after 3 days of treatment (Figures S5B and S5C). This coincided with loss of expression of SCA1 in mixed WT cells (Figures 5D and 5E); thus, CV treatment can prevent the cell-state change induced by cell competition. Furthermore, increased stemness prevented loss of WT cells from mixed organoids (Figures 5F and 5G). Interestingly, the increased competitive potential of WT cells after CV treatment prevented the over-proliferation of cancer cells (Figures 5H and 5I). Because the mitotic index of pure cancer cultures was not decreased by CV treatment (Figure S5D), this was not a consequence of an autonomous effect of CV treatment on cancer cells. Thus, combined, these data suggest that increasing stemness of WT cells increases their competitive potential and prevents elimination.

### JNK signaling drives cell competition

Next, we questioned which signaling pathways could control elimination and cell-state change of WT cells. Therefore, we performed a transcription factor target analysis on genes that were differentially expressed in bulk mRNA sequencing. This showed that Activator Protein 1 (AP-1) target sites were significantly enriched in genes that were higher expressed in competing WT cells (Figure 6A). 

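Transcription factor targets can be sought only among genes that the comparison of WT cells ranks as higher upon mixing. At a threshold of 0.05 without adjustment, edgeR gave 263 such genes and the authors' DESeq2 table 340. AP-1 target sites were not counted in them here, since the files hold no genome sequence and no database of targets. Of 12 tested genes of the AP-1 family and the JNK pathway, 8 had a higher mRNA level in mixed WT cells, with a median log2 fold change of 0.57 (adjusted p = 0.0324, camera). Without A06 the adjusted p was 0.697, and it was above 0.05 in 7 of 10 alternatives, up to 0.241. In pure WT cells 10 of the 12 reached 10 CPM, and the study picked 1 of them, Jun. No gene of the list was called over all genes, and 0 passed when adjusted over the list alone. The lower genes were Jun (−0.15), Jund (−0.32), Map2k7 (−0.72) and Mapk9 (−0.53), against the 8 that were higher. These are mRNA levels, which do not measure phosphorylation of cJUN or JNK activity.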

AP-1 transcription factors are heterodimeric proteins that are activated upon exposure to numerous stressors, such as cytokines and hypoxia (Karin and Gallagher, 2005). To further characterize activation of AP-1, we analyzed phosphorylation of cJUN, an AP-1 family member (Minden et al., 1994). We observed increased nuclear signal of cJUN-pS73 in competing WT cells (Figures 6B and 6C), although activation was unchanged in cancer cells (Figures 6B and 6D). Interestingly, the distance of WT cJUN-pS73^+^ nuclei to cancer cells was smaller than the median distance of all WT nuclei (Figure 6E). Furthermore, there is an enrichment of WT cJUN-pS73^+^ nuclei at the interface with cancer cells (Figure 6F). Together, this suggests that short-ranged interactions with cancer cells promote activation of cJUN in WT cells. This phosphorylation site is a substrate of the JNK, which is activated in competing WT cells (Figure S6). JNK signaling plays a critical role in controlling both cell proliferation and death (Karin and Gallagher, 2005; Minden et al., 1994) and is a key regulator in many forms of cell competition (Tamori and Deng, 2011), including tumor-induced cell competition in the *Drosophila* adult intestine (Suijkerbuijk et al., 2016). We used treatment with the selective JNK inhibitor JNK-IN-8 (Zhang et al., 2012) to interfere with overall JNK signaling, which indeed prevented phosphorylation of cJUN in WT and cancer cells (Figures 6G–6I). Furthermore, treatment with JNK-IN-8 significantly reduced SCA1 levels in WT cells (Figures 6J and 6K), suggesting that active JNK signaling is required for the cell-state transition that is enforced by cell competition. Importantly, we found that inhibition of JNK prevents elimination of WT cells (Figures 6L and 6M). Thus, JNK is activated in competing cells and is required for eradication and cell-state transition of WT small intestine cells.

**Figure 6:**
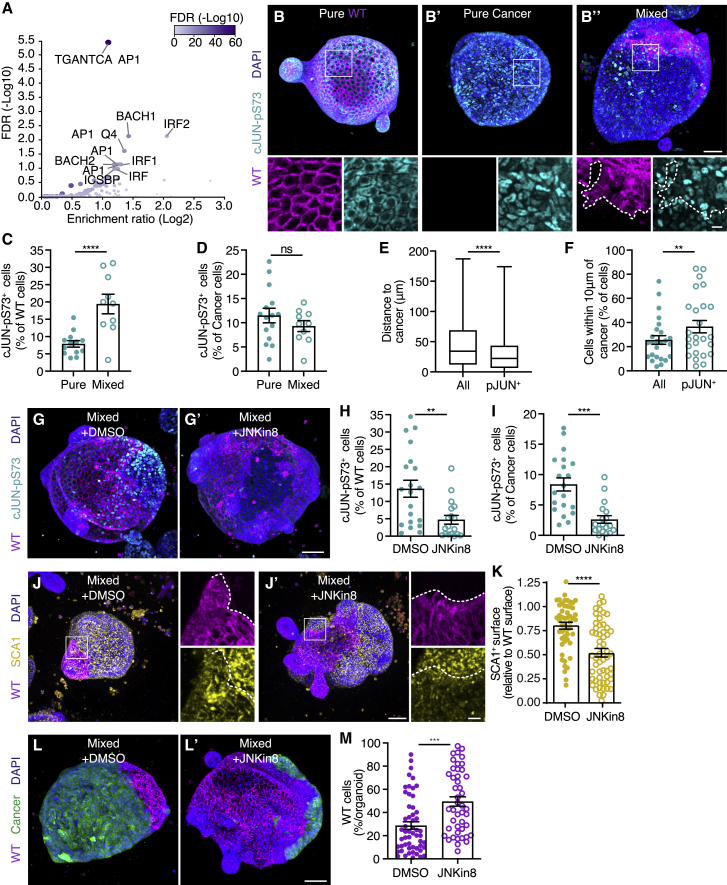
JNK signaling drives cell competition (A) Transcription factor target analysis of differentially expressed genes (p < 0.05) that are enriched in mixed wild-type cells. The graph displays enrichment (Log2) and false discovery rate (FDR) (−Log10) of gene sets (significantly enriched gene sets are indicated). (B) Representative 3D-reconstructed confocal images of pure WT (B), pure cancer (B’), and mixed (B’’) organoids, stained for activated cJUN (cyan); nuclei are visualized with DAPI (blue). The insets display a 3× magnification of the area in the white box. (C and D) Quantification of the number of cJUN-pS73^+^ cells relative to the total number of wild-type (C) and cancer (D) cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; multiple comparisons; p < 0.0001, n = 13 and 10 organoids, C; p = 0.5740, n = 15 and 10 organoids, D). (E) Quantification of the distance of all (left) and cJUN-pS73^+^ (right) wild-type nuclei to the closest cancer cell surface in μm (median; 25^th^ to 75^th^ percentiles [box]; min. to max. [whiskers]; unpaired t test; two-tailed; p < 0.0001; n = 25 organoids). (F) Quantification of wild-type cells within a one-cell diameter (10 μm) of the closest cancer cell surface. The percentages of all (left) and cJUN-pS73^+^ (right) wild-type cells at the interface are displayed (mean ± SEM; paired t test; two-tailed; p = 0.0093; n = 25 organoids). (G–I) Representative 3D-reconstructed confocal images of control (G) and JNKin8 treated (G’) mixed organoids stained for activated cJUN (cyan); nuclei are visualized with DAPI (blue). (H and I) Quantification of the number of cJUN-pS73^+^ cells relative to the total number of wild-type (H) and cancer (I) cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; multiple comparisons; p = 0.0041, n = 20 and 18 organoids, H; p = 0.0001, n = 20 and 18 organoids, I). (J and K) Representative 3D-reconstructed confocal images of control (J) and JNKin8 treated (J’) mixed organoids and quantification of the SCA1^+^ surface relative to the total wild-type surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (K) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons: p < 0.0001; n = 52 and 56 organoids). (L and M) Representative 3D-reconstructed confocal image of control (L) and JNKin8 treated (L’) mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (M); each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p < 0.0001; n = 55 and 45 organoids). Scale bars represent 50 μm, excluding magnifications in (B) and (J), where scale bar represents 10 μm. See also Figure S6.

### JNK activity in WT cells is required for cell competition

Next, in order to untangle where JNK activation is required, we sought a manner to specifically inhibit signaling in individual cell populations. Mitogen-activated protein kinase phosphatase 5 (MKP5) (also known as DUSP10) is a member of the dual-specificity phosphatase family that inactivates JNK and p38 *in vitro* (Theodosiou et al., 1999; Tanoue et al., 1999) and regulates JNK activity in mouse cells (Zhang et al., 2004). We observed that doxycycline-inducible expression of MKP5, detected by co-expression of mTurquoise2 (Figure S7A), results in reduced activation of cJUN in WT and cancer cells (Figures 7A–7C). This confirms that MKP5 inactivates JNK signaling in mouse intestinal organoids. Expression of MKP5 solely in cancer cells did not affect SCA1 activation (Figures S7B and S7C) or prevent elimination of WT cells (Figures S7D and S7E). However, specific expression of the phosphatase in only WT cells inhibited SCA1 expression (Figures 7D and 7E) and, importantly, rescued WT cells (Figures 7F and 7G). Together, this shows that induction of a cell-state transition and out-competition of WT cells is dependent on JNK activity in WT cells.

**Figure 7:**
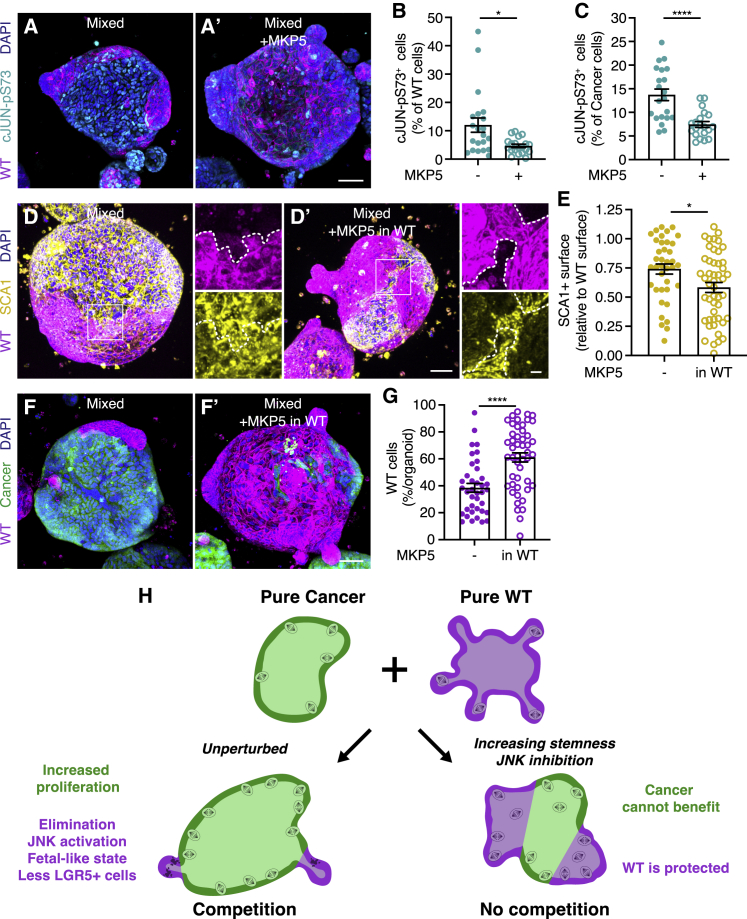
JNK activity in wild-type cells is required for cell competition (A–C) Representative 3D-reconstructed confocal images of control (A) and MKP5-expressing (A’) mixed organoids stained for activated cJUN (cyan); nuclei are visualized with DAPI (blue). (B and C) Quantification of the number of cJUN-pS73^+^ cells relative to the total number of wild-type (B) and cancer (C) cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; multiple comparisons; p = 0.0156, n = 21 and 20 organoids, B; p < 0.0001, n = 21 and 20 organoids, C). (D and E) Representative 3D-reconstructed confocal images of control (D) and doxycycline-treated (D’) mixed organoids formed by doxycycline-inducible MKP5 wild-type and control cancer cells. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 2.5× magnification of the area in the white box. (E) Quantification of the SCA1^+^ surface relative to the total wild-type surface area; each dot represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons: p = 0.0129; n = 38 and 48 organoids). (F and G) Representative 3D-reconstructed confocal image of control (F) and doxycycline-treated (F’) mixed organoids formed by doxycycline-inducible MKP5 wild-type and control cancer cells, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (G); each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p < 0.0001; n = 38 and 48 organoids). (H) Schematic model depicting increased growth of intestinal tumor cells driven by cell competition in murine organoids. Cancer cells induce active elimination and cell fate transition of wild-type cells, while fueling their oncogenic growth. Scale bars represent 50 μm, excluding magnifications in (D), where scale bar represents 10 μm. See also Figure S7.

## Discussion

Effects of competition on cell fate have been shown in many tissues. Classical examples are neutral drift in the intestinal stem cells niche (Lopez-Garcia et al., 2010; Snippert et al., 2010) and maintenance of stem cells in the *Drosophila* testis (Sheng et al., 2009). A dual effect of cell competition on weaker cell populations, through active elimination by cell death combined with reduced stem cell renewal, has been observed under homeostasis. Both in the adult *Drosophila* midgut and in developing mouse skin, weaker cells, induced by ribosome impairment or reduced expression of *mycn*, are removed from the tissue by stronger cells through apoptosis and forced differentiation (Ellis et al., 2019; Kolahgar et al., 2015). Here, we provide an example of a combined mechanism of forced elimination and cell-state transition in relation to cancer (Figure 7H).

Many studies have reported that tumor growth is highly context dependent. In particular, a strong correlation exists between inflammation and intestinal cancer. For example, patients with Crohn’s disease have 20–30 times higher risk of developing adenocarcinomas in the small intestine and inflammatory bowel disease is a strong risk factor for colorectal cancer (Beaugerie and Itzkowitz, 2015). Similarly, in mouse models of intestinal cancer, formation of colonic polyps is strongly enhanced by inflammation induced by infection with enterotoxigenic *Bacteroides fragilis* or treatment with dextran sodium sulfate (Tanaka et al., 2006; Wu et al., 2009). Interestingly, these are conditions in which a fetal-like response is activated in the intestine (Gregorieff et al., 2015; Nusse et al., 2018; Yui et al., 2018), similar to the here-reported primitive state induced upon cancer-driven cell competition. Future efforts should be directed toward increasing understanding of this connection of a fetal-like state and tumorigenesis.

Under normal circumstances, the fetal-like response promotes regeneration of the intestinal tissue. A recent study describing the kinetics of regeneration after removal of a damaging insult has shown that reformation of a homeostatic intestinal epithelium takes approximately 3 weeks (Wang et al., 2019). Therefore, during chronic exposure of the epithelium to an insult, such as close proximity of a tumor, healthy tissue will never be allowed to fully recover. This response is therefore counterproductive under the circumstances described here. Interestingly, induction of a fetal-like state upon injury is not restricted to the intestinal epithelium and is also observed in multiple other tissues (Fernandez Vallone et al., 2016; Gadye et al., 2017; Lin et al., 2017). This suggests that our observation that tumors can push surrounding WT tissue in a primitive state could be more universal.

Cell competition can be tumor suppressive; for example, cells expressing oncogenic H-Ras are eliminated from intestinal and pancreatic epithelia through apical extrusion (Kon et al., 2017; Sasaki et al., 2018). Furthermore, WT cells actively eliminate mutant aberrant foci in the skin (Brown et al., 2017). However, this effect is not solely determined by autonomous properties of the tumor but is highly context dependent. For instance, obesity induced by a high-fat diet prevents cell-competition-driven elimination of oncogenic cells (Sasaki et al., 2018). This illustrates how the surrounding environment dictates behavior of tumors and that tumor fitness, and thus its oncogenic potential, can be changed by external stimuli. Here, we report that JNK signaling is a major regulator of WT cell elimination and thus overall fitness of competing healthy cells. This may open up new options of treatment, where promoting fitness of the host tissue, through JNK inhibition, can help to tip the balance toward tumor-suppressive cell competition.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-Cleaved Caspase-3 (Asp175)	Cell Signaling	9661; RRID:AB_2341188
anti-phospho-Histone H3 (Ser10)	Millipore	06-570; RRID:AB_310177
anti-GFP	Abcam	ab6673; RRID:AB_305643
anti-Phospho-c-Jun (Ser73) (D47G9)	Cell Signaling	3270; RRID:AB_2129575
anti-Phospho-JNK1+JNK2 (T183 + Y185)	Abcam	ab4821; RRID:AB_2141012
anti-Ly-6A/E (Sca-1)	Biolegend	108101; RRID:AB_313338
Chicken anti-Rat, Alexa Fluor 647	ThermoFisher Scientific	A21472; RRID:AB_2535875
Donkey anti-Goat, Alexa Fluor 555	ThermoFisher Scientific	A32816; RRID:AB_2762839
Chicken anti-Rabbit, Alexa Fluor 647	ThermoFisher Scientific	A21443; RRID:AB_2535861
Donkey anti-Rabbit, Alexa Fluor 568	ThermoFisher Scientific	A10042; RRID:AB_2534017
Donkey anti-Goat, Alexa Fluor 488	ThermoFisher Scientific	A11055; RRID:AB_2534102

**Chemicals, peptides, and recombinant proteins**		

Advanced DMEM F/12	ThermoFisher Scientific	12634-010
B27	ThermoFisher Scientific	17504-044
Cultrex PathClear Reduced Growth Factor Basement Membrane Extract Type 2	R&D Systems	3533-005-02
N-acetylcysteine	Sigma-Aldrich	A9165
TryplE	Thermo Fisher Scientific	12605-010
Dapi	Thermo Fisher Scientific	D1306
Phalloidin Alexa Fluor 647	Thermo Fisher Scientific	A22287
GlutaMAX	Thermo Fisher Scientific	35050-068
HEPES	Thermo Fisher Scientific	15630-056
Penicillin/streptomycin	Thermo Fisher Scientific	15140-122
mEGF	Peprotech	315-09
Noggin	prepared in house	n/a
R-spondin1	prepared in house	n/a
Y-27632	Abmole	M1817
CHIR-99021	Tocris	4423
Valproic acid	Sigma Aldrich	PHR1061-1G
JNK-IN-8	Sigma Aldrich	SML1246
Doxycycline	Sigma Aldrich	D9891

**Critical commercial assays**		

Click-iT EdU Cell Proliferation Kit for Imaging Alexa Fluor 647	ThermoFischer Scientific	C10340

**Deposited data**		

mFetal	(Yui et al., 2018)	N/A
mRepair	(Yui et al., 2018)	N/A
RNA-seq data	NCBI GEO	GEO: GSE176027

**Experimental models: cell lines**		

Villin-Cre^ERT2^*Apc*^fl/fl^*Kras*^G12D/WT^*Tr53*^fl/R172H^	(Fumagalli et al., 2017).	N/A
Villin-Cre^ERT2^*Kras*^G12D/WT^*Trp53*^fl/fl^Rosa26^N1icd/+^	ACRCelerate Colorectal Cancer Stratified Medicine Network Consortium (Jackstadt et al., 2019)	N/A
Villin-Cre^ERT2^*Apc*^fl/+^*Trp53*^fl/fl^Rosa26^N1icd/+^	ACRCelerate Colorectal Cancer Stratified Medicine Network Consortium (Jackstadt et al., 2019)	N/A

**Experimental models: organisms/strains**		

*Mus musculus*_Lgr5DTR-eGFP	Genentech (Tian et al., 2011)	N/A
*Mus musculus*_*Gt(ROSA)* *26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J	The Jackson Laboratory	007676
*Mus musculus*_eCadherin-mCFP	(Snippert et al., 2010)	N/A

**Recombinant DNA**		

A dual lentiviral vector 3rd generation Tet-regulatory protein expression system for doxycycline-inducible expression of MKP5	VectorBuilder Inc	N/A
pLentiPGK Hygro DEST H2B-mCerulean3	Addgene	90234
pMDLg/pRRE	Addgene	12251
pRSV-Rev	Addgene	12253
pMD2.G	Addgene	12259

**Software and algorithms**		

Imaris	Oxford Instruments	9.3.1
FIJI	https://imagej.net	2.1.0/1.53h
Prism	GraphPad	9.0.0 (86)
ZEN	Zeiss	2.6 (Blue edition)
FlowJo 10.6.1	BD Biosciences	https://www.flowjo.com/
R software	GNU project	https://www.r-project.org/

**Other**		

ibiTreat #1.5 polymer coverslip 96 Well μ-Plate	IBIDI	89626
μ-Slide 8 Well chambered slides	IBIDI	80827
glass-bottom 96 well SensoPlate	Greiner Bio-One	655892

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Saskia J.E. Suijkerbuijk ().

#### Materials availability

All unique/stable reagents generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

#### Data and code availability

All used software is listed in the Key resources table. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar, Domrachev and Lash, 2002) and are accessible through GEO Series accession number GEO: GSE176027 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176027)

### Experimental model and subject details

#### Isolation wild-type small intestine organoids

All experiments were performed in accordance with the Animal Welfare Committee of the Netherlands Cancer Institute, the Netherlands. Animals were kept were housed under standard laboratory conditions at the Netherlands Cancer Institute facility and received standard laboratory chow and water *ad libitum*. Wild-type small intestine organoids were derived as previously described (Sato et al., 2009), from Rosa26-Cre^ERT2^::mT/mG (Muzumdar et al., 2007) male and female animals age 9-30 weeks (C57BL/6J background), Lgr5^DTR^ transgenic mice (provided by the Genentech MTA program (Tian et al., 2011)) female animals age 9-19 weeks (C57BL/6J background) and eCadherin-mCFP (Snippert et al., 2010) female animals age 19-22 weeks (mixed background).

#### Isolation intestinal cancer organoids

Small intestine cancer organoids, derived from the small intestine of AKP: Villin-Cre^ERT2^*Apc*^fl/fl^*Kras*^G12D/WT^*Tr53*^fl/R172H^ mice were previously reported (Fumagalli et al., 2017). NOTCH cancer organoids derived from KPN: Villin-Cre^ERT2^*Kras*^G12D/WT^*Trp53*^fl/fl^Rosa26^N1icd/+^ and APN: Villin-Cre^ERT2^*Apc*^fl/+^*Trp53*^fl/fl^Rosa26^N1icd/+^ small intestine primary tumors were previously reported (provided by the ACRCelerate Colorectal Cancer Stratified Medicine Network Consortium (Jackstadt et al., 2019)). All experiments were performed according to UK Home Office regulations (Project License 70/8646), adhered to ARRIVE guidelines and were approved by local animal welfare and the ethical review committee at the University of Glasgow. Mice were housed in conventional cages in an animal room at constant temperature (19–23 °C) and humidity (55% ± 10%) under a 12-h light–dark cycle and were allowed access to standard diet and water *ad libitum*. Male mice (C57BL/6J background) of 7 to 16 weeks of age were induced with a single intraperitoneal injection of 2mg tamoxifen on D0 and either aged until clinical endpoint as evidenced by anemia, hunching and/or weight loss to generate small intestinal tumor organoid lines (APN/KPN), or were sampled on D3 post-induction to generate transformed small intestinal organoids (AKP).

#### Culture of mouse organoids

All lines were cultured in drops of Cultrex PathClear Reduced Growth Factor Basement Membrane Extract Type 2 (Amsbio, 3533-005-02) in murine small intestinal organoids medium containing advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010), GlutaMAX 1% (Thermo Fisher Scientific, cat. no. 35050-068), HEPES 10mM (Thermo Fisher Scientific, cat. no. 15630-056), 1x Penicillin/streptomycin (10,000 U/ml; Thermo Fisher Scientific, cat. no. 15140-122). B27 2% (Thermo Fisher Scientific, cat. no. 17504-044), N-acetylcysteine 1.25 mM (Sigma-Aldrich, cat. no. A9165), mEGF 50ng/ml (Peprotech, cat. no. 315-09), Noggin and R-spondin1 both 10% (conditioned medium prepared in house).

#### Transduction of organoids

A dual lentiviral vector 3rd generation Tet-regulatory protein expression system was used for doxycycline-inducible expression of MKP5 (custom made by VectorBuilder Inc.). pLentiPGK Hygro DEST H2B-mCerulean3 was a gift from Markus Covert (Addgene plasmid #90234; http://addgene.org/90234; RRID: Addgene_90234) (Kudo et al., 2018). Lentiviral transduction was preformed using standard procedures. In short, lentivirus was produced in HEK293T by co-transfection lentiviral plasmids with helper plasmids pMDLg/pRRE, pRSV-Rev and pMD2.G (gifts from Didier Trono, Addgene plasmids #12251, #12253 and #12259). Viral particles were harvested from cells four days after transfection and concentrated using 50kDa Amicon Ultra-15 Centrifugal Filter Units (Merck, cat#UFC905024). Organoids were dissociated by mechanical disruption and dissolved in 250 μL ENR medium supplemented with 10 μM Y-27632 and Polybrene (8mg/ml) together with concentrated virus. Cells were incubated at 32°C while spinning at 600xG for 1 hour followed by a 4-hour incubation at 37°C before plating in BME2. Selection was carried out from day 3 onward with neomycin, blasticidin or hygromycin.

### Method details

#### Generation of mixed enteroid monolayers

Enteroid monolayers were prepared as described previously (Thorne et al., 2018), in short, single cell suspensions were generated from organoids by mechanical disruption and a digest with TrypLE Express (Thermo Fisher Scientific Cat# 12605-010). Approximately 4000 WT and/or 1000 cancer cells were seeded per well of BME2 coated (0.8mg/ml) 96-well plate in medium supplemented with CHIR-99021 and Y-27632. After 24hrs, cells were washed once and cultured in murine small intestinal organoid medium for the remainder of the experiment. For imaging purposes cells were plated in glass-bottom 96 well SensoPlates (Greiner Bio-One Cat#655892). Small molecule inhibitors were used in the following concentrations: Z-VAD-FMK (50 μM, Bachem Cat# N-1510.0005), CHIR-99021 (3 μM, Tocris Cat#4423), Y-2763 (10 μM, Abmole Cat# M1817).

#### Generation of mixed 3D organoid cultures

3D mixed organoid cultures were prepared as follows; suspensions of small clumps of cells were generated from organoids by mechanical disruption and divided over Eppendorf vials in a 2:1 ratio (WT:cancer). Cells were concentrated by mild centrifugation, the pellet as resuspended in a small volume of murine small intestinal organoids medium and incubated at 37C for 30 minutes. Cell aggregates were plated in BME2 and cultured in murine small intestinal organoids medium. For imaging purposes cells were plated in ibiTreat #1.5 polymer coverslip 96 Well μ-Plate (IBIDI, cat# 89626) or μ-Slide 8 Well chambered slides (IBIDI, cat#80827). Small molecule inhibitors were used in the following concentrations: Z-VAD-FMK (50 μM, Bachem Cat# N-1510.0005), CHIR-99021 (3 μM, Tocris Cat#4423), Valproic acid (1mM, Sigma Cat# PHR1061-1G), Y-2763 (10 μM, Abmole Cat# M1817), JNK-IN-8 (1 μM, Sigma Aldrich, Cat#SML1246), Doxycycline (4.25 μM, Sigma Aldrich, Cat#D9891).

#### Immuno-fluorescence

Enteroid monolayers and 3D organoids were fixed in 4% paraformaldehyde in PBS for 20 minutes followed by a block while permeabilizing in 5% BSA/ 0.2% Triton X-100/ PBS for 30 minutes at room temperature. The stainings were performed overnight at 4°C with the following primary antibodies: anti-Cleaved Caspase-3 (Asp175) (Cell Signaling, #9661), anti-phospho-Histone H3 (Ser10) (Merck-Millipore, #06-570), anti-GFP (Abcam, #ab6673), anti-Phospho-c-Jun (Ser73) (D47G9) (Cell Signaling, #3270), anti-Phospho-JNK1+JNK2 (T183 + Y185) (Abcam, #ab4821) and anti-Ly-6A/E (Sca-1) (Biolegend, cat#108101). Appropriate Alexa Fluor labeled secondary antibodies (ThermoFischer Scientific) were combined with DAPI and/or Phalloidin Alexa Fluor 647 (ThermoFischer Scientific, cat# A22287). For labeling of cells in S-phase, a pulse of 10 μm EdU (5-ethynyl-2′-deoxyuridine) was given one hour prior to fixation and detection was performed according to manufacturer’s guidelines before starting the immunofluorescence staining using Click-iT EdU Cell Proliferation Kit for Imaging Alexa Fluor 647 (ThermoFischer Scientific, cat# C10340).

#### Microscopy

For fixed samples images were collected on an inverted Leica TCS SP8 confocal microscope (Mannheim, Germany) in 12 bit with 25X water immersion objective (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm).

Sequential imaging of enteriod monolayers was done using the navigator function in LasX software (Leica) on an inverted Leica TCS SP8 confocal microscope (Mannheim, Germany) in 12-bit with 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm). Merged images were rotated, aligned and cropped in Photoshop (Adobe).

Time-lapse microscopy of enteroid monolayers was performed on a Leica TCS SP5 confocal microscope (Mannheim, Germany) in 12-bit with 20X dry immersion objective (HCX PL APO CS 20.0x0.70 DRY UV).

Time-lapse microscopy of 3D organoids was done on an inverted Leica TCS SP8 confocal microscope (Figure 1), Leica-based spinning disk confocal microscope with an Andor Dragonfly system, with the Argon-laser of 488nm and the Diode-laser of 561nm using a 40mm pinhole and Andor sCMOS Zyla 4 2p camera (Figure 2), both equipped with a 20X dry immersion objective (HCX PL APO CS 20.0x0.70 DRY UV) or on an AxioObserver widefield microscope (Figures S3B–S3D) (Zeiss) equipped with an Orca FLASH 4.0 V3 grayscale sCMOS-camera (Hamamatsu) and using a 10X dry objective (N.A. 0.30 EC Plan-Neofluar Ph1). Whole drops of organoids were followed up to 90 hours and images were collected in 16-bit with a 6-hour time interval. ZEN software (Zeiss) was used to stitch mosaic images.

#### Flow Cytometry

For gene expression analysis, pure and mixed cells were cultured in 6-well plates and FACS sorted 3 days after mixing on a FACS Jazz system (BD). After a FSC/SSC gate doublets were excluded, live cells (DAPI negative) were sorted based on mTomato (wild-type cells) and Dendra2 (cancer cells) expression. Purity was determined by microscopy.

#### mRNA sequencing

Total RNA was extracted using the standard TRIzol (Invitrogen) protocol and used for library preparation and sequencing. mRNA was processed as described previously, following an adapted version of the single-cell mRNA seq protocol of CEL-Seq (Hashimshony et al., 2012; Simmini et al., 2014). In brief, samples were barcoded with CEL-seq primers during a reverse transcription protocol and pooled after second strand synthesis. The resulting cDNA was amplified with an overnight *In vitro* transcription reaction. From this amplified RNA, sequencing libraries were prepared with Illumina Truseq small RNA primers.

### Quantification and statistical analysis

#### Flow cytometry

Data were manually analyzed using FlowJo 10.6.1 (https://www.flowjo.com/).

#### Microscopy

Imaris software (version 9.3.1, Oxford Instruments) was used for quantification and 3D reconstructions of fixed and time-lapse images. Quantification of cell number, surface and distance was all performed on 3D reconstructed images. In short, individual nuclei and markers (EdU, pH3, pJUN, LGR5) were segmented using the “spots” function and co-localization was determined when relevant (e.g., EdU & pH3). Next, the “surface” function was used to mask individual cell populations and determine the number predefined spots within these populations.

Images and movies were converted to RGB using FIJI, cropped and when necessary corrected for bleed through, smoothened, cropped, rotated and contrasted linearly.

#### Statistical analysis

Statistics were performed using GraphPad Prism. Paired or unpaired t test was used when data showed normal distribution (verified with normality tests, provided by GraphPad Prism), whereas Mann-Whitney U test was used for data that did not display parametric distribution. Adoption of one statistical test or the other is indicated for each experiment in the Figure legend.

#### mRNA sequencing

From paired-end sequencing data read 1 was used to identify the Illumina library index and CEL-Seq sample barcode. After quality control and adaptor removal, read 2 was aligned to the MM10 RefSeq transcriptome using BWA (Li and Durbin, 2010). Reads that mapped equally well to multiple locations were discarded. Reads were quantified with featureCounts to generate read counts for each gene based on the gene annotation from Ensemble. Differential gene expression was analyzed, based on featureCounts results, using DEseq2 version 1.22.2 (Love et al., 2014).

Gene Ontology analysis was performed with Webgestalt (Liao et al., 2019) (http://www.webgestalt.org/), with the parameters; Method: Over-representation Analysis (ORA); Organism: mmusculus; Enrichment Categories: geneontology_Biological_Process; FDR Method: BH; Significance Level: Top 10; Redundancy reduction correction using Weighted set cover algorithm, FDR ≤ 0.05.

The heatmap was generated using Morpheus developed by the Broad Institute (https://software.broadinstitute.org/morpheus) and scaled in Adobe Illustrator.

Gene Set Enrichment Analysis was performed with GSEA software developed by UC San Diego and Broad Institute (Mootha et al., 2003; Subramanian et al., 2005) (https://www.gsea-msigdb.org/gsea/index.jsp). Standard parameters were used with a pre-ranked dataset of differentially expressed genes in wild-type cells (p < 0.05). Gene Sets that were used for comparison were the upregulated genes from the previously published ‘mFetal’ and ‘mRepair’ datasets (Yui et al., 2018).

Transcription Factor target analysis was performed with Webgestalt (Liao et al., 2019) (http://www.webgestalt.org/), with the parameters; Method: Over-representation Analysis (ORA); Organism: mmusculus; Enrichment Categories: network_Transcription_Factor_target; FDR Method: BH; Significance Level: Top 10.

# Supplementary material for: Active elimination of intestinal cells drives oncogenic growth in organoids
**Source:** Cell Rep. 2021 Jul 6;36(1):109307. doi: 10.1016/j.celrep.2021.109307
**Supplement:** Document S2. Article plus supplemental information

## Active elimination of intestinal cells drives oncogenic growth in organoids

### Graphical abstract

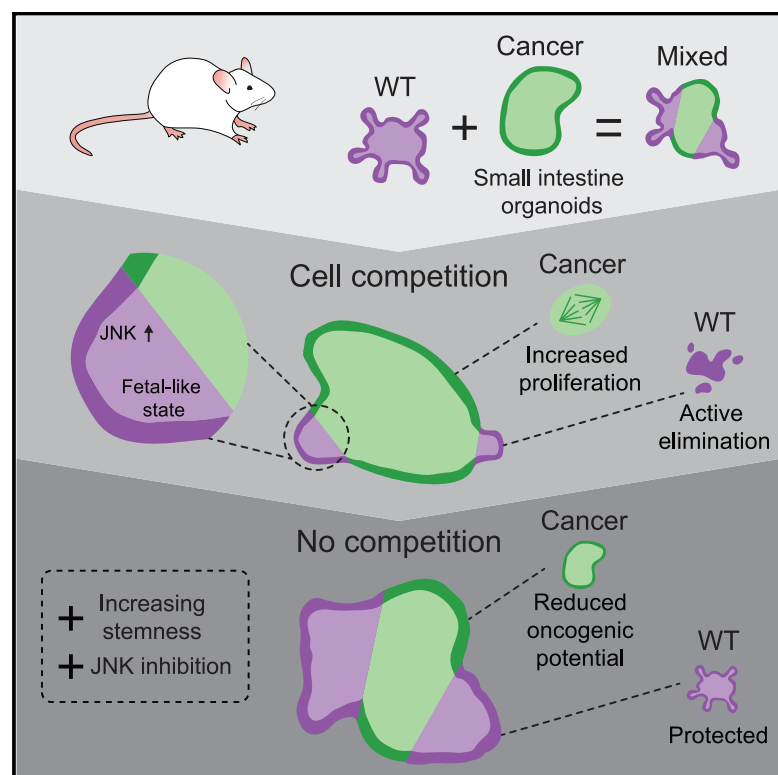

### Authors

Ana Krotenberg Garcia,  
Arianna Fumagalli, Huy Quang Le, ...,  
Owen James Sansom,  
Jacco van Rheenen,  
Saskia Jacoba Elisabeth Suijkerbuijk

### In brief

Interactions between cells helps coordinated decision making in tissues. Krotenberg Garcia et al. show that intestinal cancer cells use competitive cell interactions to actively eliminate surrounding wild-type cells. These interactions drive oncogenic growth in organoids.

### Highlights

- In organoids, wild-type intestine cells are actively eliminated by cancer cells
- Cell competition boosts proliferation of intestinal cancer cells
- Remaining wild-type cells adopt a fetal-like state
- JNK signaling in wild-type cells drives cell competition

## Article

# Active elimination of intestinal cells drives oncogenic growth in organoids

Ana Krotenberg Garcia,<sup>1</sup> Arianna Fumagalli,<sup>1,5</sup> Huy Quang Le,<sup>4</sup> Rene Jackstadt,<sup>2,6,7</sup> Tamsin Rosemary Margaret Lannagan,<sup>2</sup> Owen James Sansom,<sup>2,3</sup> Jacco van Rheenen,<sup>1</sup> and Saskia Jacoba Elisabeth Suijkerbuijk<sup>1,8,\*</sup>

<https://doi.org/10.1016/j.celrep.2021.109307>

## SUMMARY

Competitive cell interactions play a crucial role in quality control during development and homeostasis. Here, we show that cancer cells use such interactions to actively eliminate wild-type intestine cells in enteroid monolayers and organoids. This apoptosis-dependent process boosts proliferation of intestinal cancer cells. The remaining wild-type population activates markers of primitive epithelia and transits to a fetal-like state. Prevention of this cell-state transition avoids elimination of wild-type cells and, importantly, limits the proliferation of cancer cells. Jun N-terminal kinase (JNK) signaling is activated in competing cells and is required for cell-state change and elimination of wild-type cells. Thus, cell competition drives growth of cancer cells by active out-competition of wild-type cells through forced cell death and cell-state change in a JNK-dependent manner.

## INTRODUCTION

Over the past years, it became evident that the internal proliferative potential of tumor cells is not sufficient for their expansion. Instead, tumor cells need to acquire multiple hallmarks of cancer, including growth-supporting interplay of tumor cells and their environment in order to sustain their proliferation (Hanahan and Weinberg, 2011). The basis of this interaction is often formed by processes that are, in origin, essential for normal early development and homeostasis (Suijkerbuijk and van Rheenen, 2017). One of those processes, cell competition, regulates survival of cells based on their relative fitness. In a homotypic context, cells strive and form viable tissues. However, in tissues built by heterogeneous populations, weaker cells will be removed by surrounding stronger cells. These features provide a strong mechanism that controls overall tissue and organismal fitness (Bowling et al., 2019; Clavería and Torres, 2016). Indeed, quality control by cell competition starts in the early mouse embryo (Clavería et al., 2013; Sancho et al., 2013) and continues to impact physiology up to late adulthood by determining the speed of aging (Merino et al., 2015).

In a tumor context, it has been shown that relative activation of YAP/TAZ, downstream effectors of the hippo signaling pathway,

in peritumoral hepatocytes can influence growth of liver tumors by a process akin to cell competition (Moya et al., 2019). Furthermore, entosis, a form of cancer-driven cell competition, is correlated with a poor prognosis in patients with pancreatic ductal adenocarcinoma (Hayashi et al., 2020). These are examples of competitive cell interactions that suggest that cell competition could influence oncogenic growth. In addition, cell competition enforced by differential expression of isoforms of the protein Flower gives human cancer cells a competitive advantage over surrounding stromal tissue (Madan et al., 2019). We have shown that adenomas in the *Drosophila* midgut are dependent on active elimination of healthy surrounding tissue for their colonization (Suijkerbuijk et al., 2016). This illustrates that oncogenic growth can be driven by cell competition. However, the full potential and most of the mechanisms behind this process still need to be uncovered.

Here, we report that cell competition promotes growth of cancer cells in intestinal organoids. We show that cancer cells actively eradicate wild-type (WT) intestinal cells. Upon competition, JNK activation promotes a cell state transition in WT cells, which revert to a fetal-like state that is normally observed upon acute injury (Gregorieff et al., 2015; Nusse et al., 2018; Yui et al., 2018). Together, these competition processes result in an increased colonization potential of cancer cells.

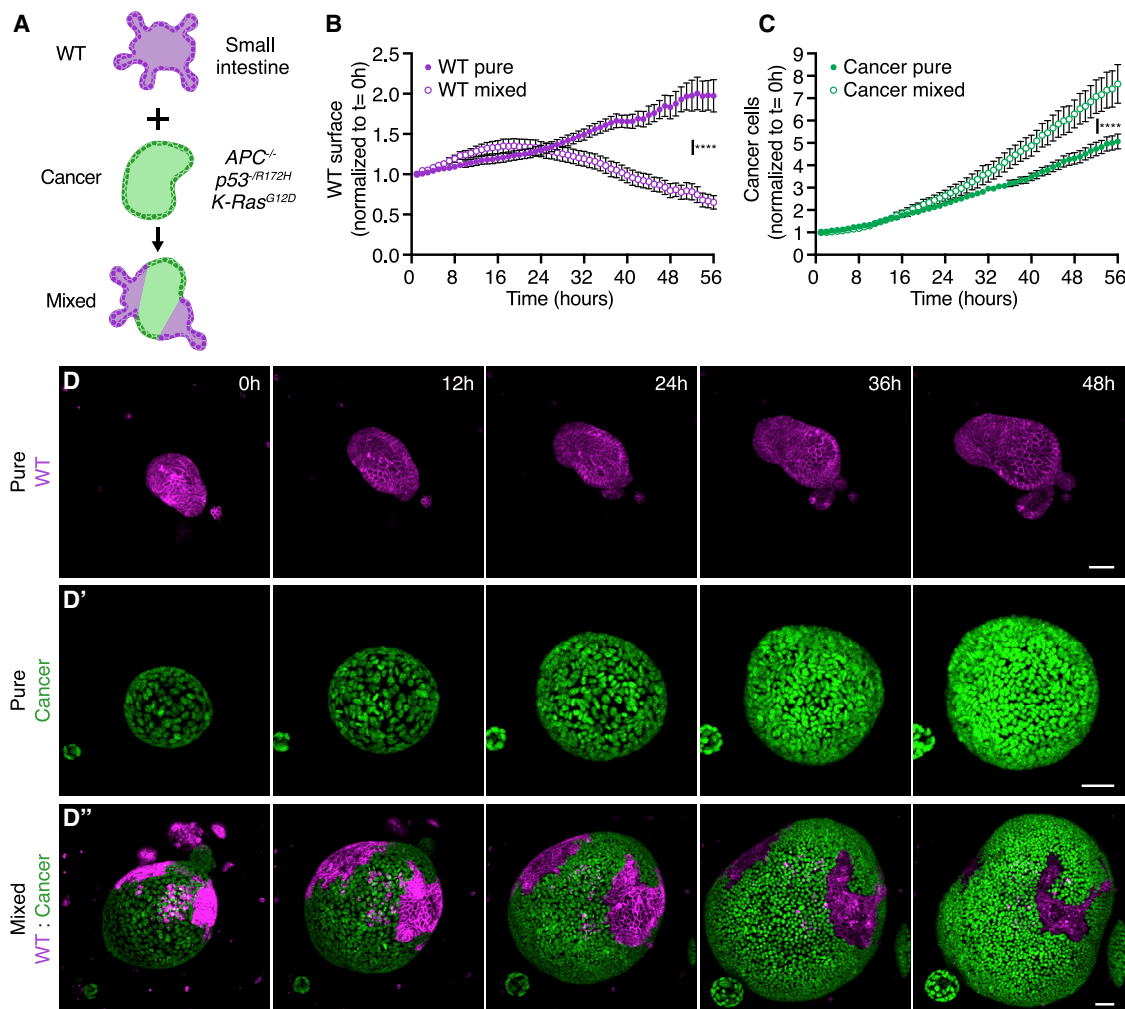

**Figure 1. Cancer cells out-compete wild-type small intestine cells**

(A) Schematic depiction of a 3D model for cell competition in murine intestinal organoids.

(B–D) Analysis of wild-type and cancer organoid growth under pure and mixed conditions by live imaging. Quantification of the wild-type cell surface (B) or number of cancer cells (C) within organoids normalized to the start of the time-lapse (mean  $\pm$  SEM, paired t test, two-tailed;  $p < 0.0001$ ,  $n = 12$  and 15 organoids, B;  $p < 0.0001$ ,  $n = 12$  and 12, C).

(D) Representative images of time-lapse series of pure wild-type (D), pure cancer (D'), and mixed (D'') intestinal organoids; cancer cell nuclei are visualized by expression of H2B-Cerulean3. Scale bars represent 50  $\mu$ m.

See also Figure S1.

## RESULTS

### Cancer cells out-compete WT small intestine cells

In order to investigate whether cell competition plays a role in mammalian intestinal cancer, we exploited the 3D organoid system (Sato et al., 2009), which closely resembles the architecture of the intestinal tissue. This allowed study of the interaction between cancer cells and WT cells in near-native conditions. Two different types of organoid cultures were derived from mouse small intestines: membrane-bound tdTomato-labeled WT cells and Dendra2-labeled intestinal cancer cells derived from Villin-Cre<sup>ERT2</sup>:*ApC*<sup>fl/fl</sup>*Kras*<sup>G12D/WT</sup>*Trp53*<sup>fl/R172H</sup> transgenic mice (Fumagalli et al., 2017).

WT and cancer cell cultures were dissociated into small clumps of cells and concentrated to enable formation of mixed organoids (Figure 1A). Using time-lapse imaging of these cultures, we made two observations: (1) whereas pure WT cultures could expand over time (Figures 1B and 1D; Video S1), WT cells in mixed structures gradually disappeared (Figures 1B and 1D''); (2) Tracking of the number of cancer cells by Histone H2B-Cerulean3 showed increased expansion in mixed compared to pure organoids (Figures 1C, 1D', and 1D''; Videos S2 and S3). In addition, we adapted the recently described enteroid monolayer culture system that recapitulates all key aspects of the intestinal epithelium (Thorne et al., 2018) to study cell competition. For this, dissociated single cells were plated

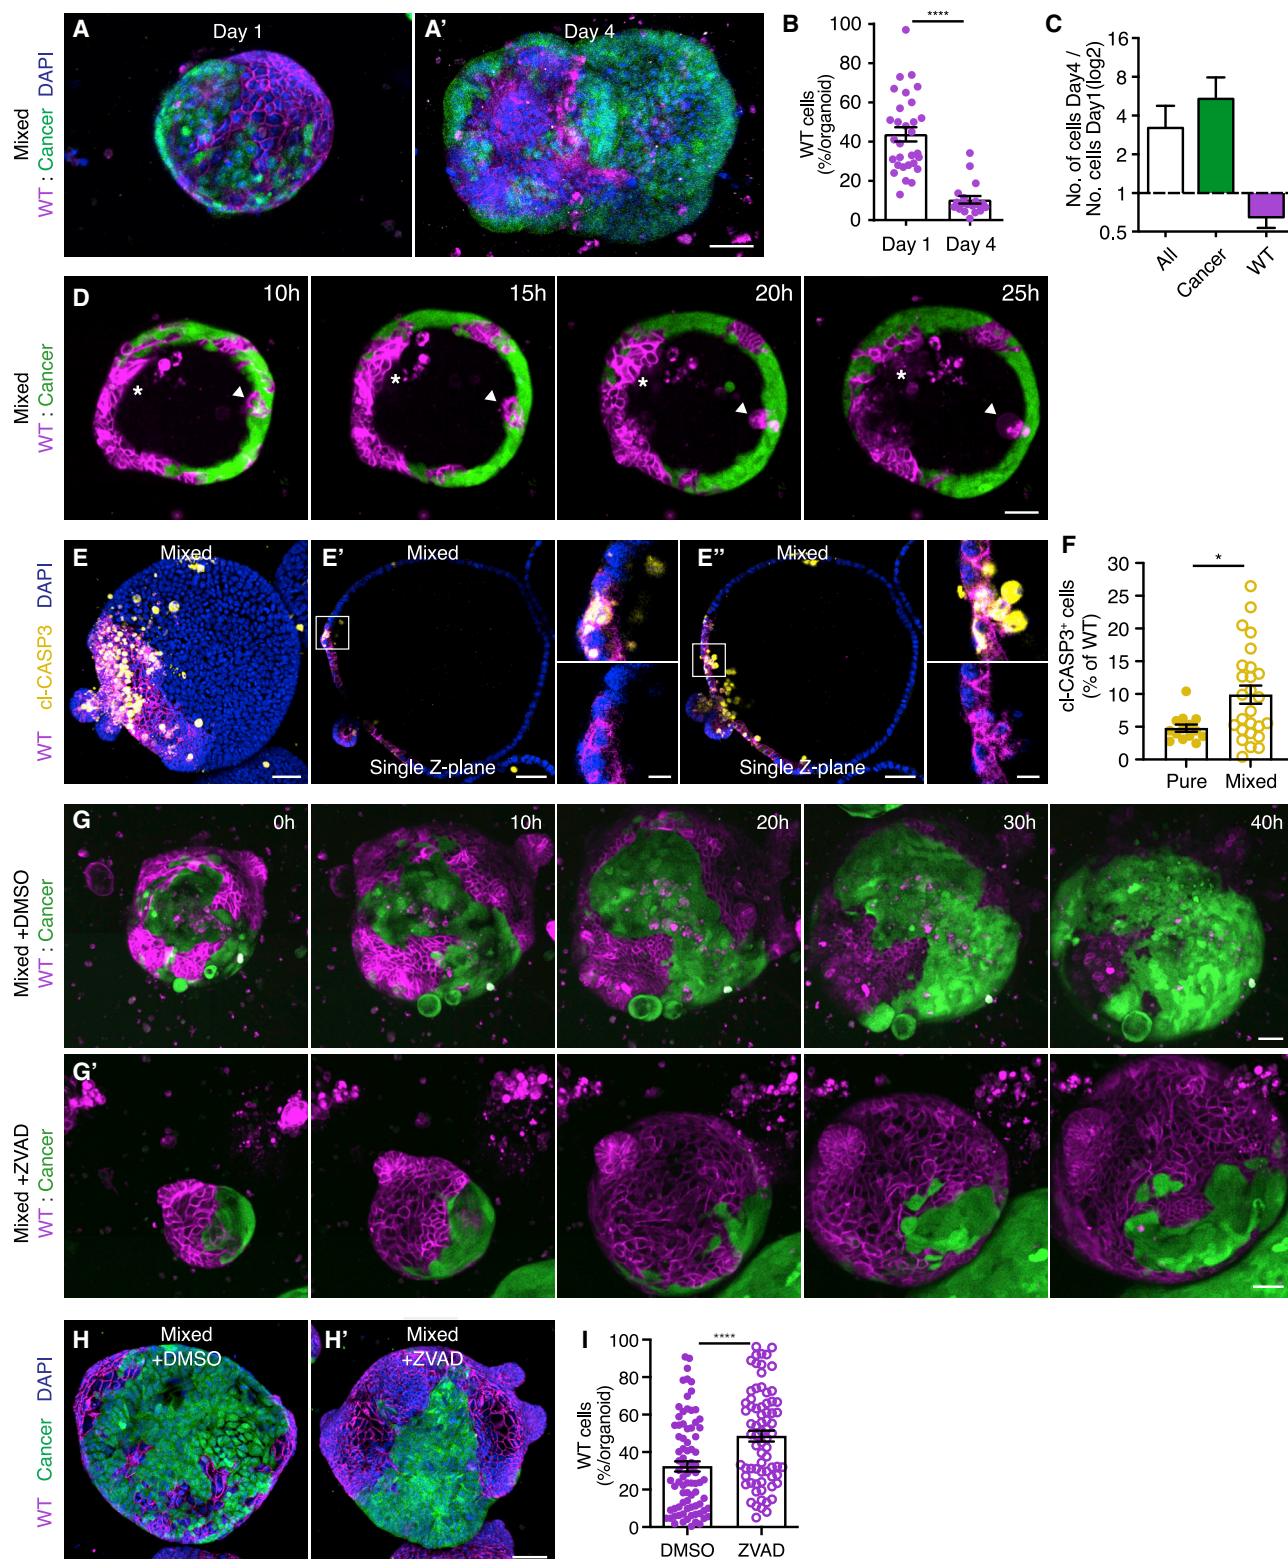

**Figure 2. Elimination of wild-type cells is driven by apoptosis**

(A–C) Representative 3D-reconstructed confocal images of mixed organoids 1 day (A) and 4 days (A') after plating; nuclei are stained with DAPI (blue).

(B) The percentage of wild-type cells contributing to mixed organoids on day 1 and day 4 after plating is shown; each dot represents one organoid (mean  $\pm$  SEM; Mann-Whitney; two-tailed;  $p < 0.0001$ ;  $n = 30$  and 19 organoids).

(legend continued on next page)

separately or mixed together on matrix coated imaging plates and followed for up to 10 days (Figure S1A). Pure cultures gradually covered the surface until a stable enteroid monolayer was formed (Figures S1B–S1D). However, once a full monolayer developed in mixed culture conditions, the surface area taken up by WT cells was not maintained but instead gradually decreased over time (Figures S1B' and S1C). Furthermore, time-lapse imaging showed that WT cells reduced both in size and number when mixed with cancer cells (Figures S1E and S1E'; Video S4). Together, these data suggest that cancer cells can out-compete WT cells in mixed enteroid monolayer and organoid cultures.

### Elimination of WT cells is driven by apoptosis

So far, we showed that the surface area of WT cells in mixed organoids declines over time, suggesting that they are eliminated by cancer cells. This was confirmed by a reduction in the percentage of WT cells in organoids from  $\pm 40\%$  1 day after mixing to  $\pm 10\%$  on day 4 (Figures 2A and 2B). Additionally, we observed that the absolute number of WT cells that contributes to mixed organoids was lower 4 days after mixing although the number of total cells and of cancer cells increased (Figure 2C). This indicates that, although expansion of the WT cell population is slower than that of the cancer cell population, a difference in proliferation rate cannot be the sole determinant of the loss of WT cells.

In order to characterize how WT cells are lost from mixed organoids, we went back to time-lapse imaging. We observed two morphological changes that occurred to WT cells in mixed organoids compared to in pure organoids: the formation of typical crypt-villus structures was severely diminished and the extrusion of WT cells into the lumen of organoids increased (Figure 2D; Video S5). Interestingly, extrusion of WT cells was observed both at the interface with cancer cells (Figure 2D, arrowhead) and within the WT cell mass (Figure 2D, asterisk). Even though elimination of WT cells can be induced at a distance from cancer cells, multiple lines of evidence suggest that cell competition is short ranged: (1) WT and cancer cells are part of the same epithelium, and these competing cell populations directly interact (Figure S2A). (2) Occasional organoids of pure WT origin persist nearby mixed organoids (Figure S2B), suggesting that elimination of WT cells depends on intra-organoid interactions with cancer cells. (3) Growth and behavior of pure WT organoids plated in the same well with pure cancer or mixed organoids were undistinguishable of solely WT cultures (Figures S2C and S2D), indicating that the presence of both cell populations within

the same organoid is required for out-competition of WT cells. It is important to note that this also shows that neither factors secreted by cancer cells nor depletion of components in the growth medium is sufficient to induce elimination of WT cells.

We next asked whether programmed cell death is required for cancer-driven cell competition. We observed activation of caspase 3, a marker of apoptosis, in extruding WT cells (Figure 2E). This activation occurred both at the interface with cancer cells and further away and led to an overall increase in cell death in mixed WT cells (Figures 2E and 2F). Similarly, we observed increased rates of apoptotic WT cells in enteroid monolayers, although cancer cells are unaffected (Figures S1F–S1H). Surprisingly, treatment with the pan-caspase inhibitor Z-VAD-FMK could not prevent elimination of WT cells (Figures S1I and S1J), suggesting that a redundant process can cause out-competition of WT cells in these monolayers when apoptosis is inhibited. Potentially, this can be mediated by live cell extrusion, a mechanism involved in maintenance of cell density under homeostatic conditions (Eisenhoffer et al., 2012), but future work is required to determine involvement of this process. Importantly, time-lapse imaging of 3D cultures treated with Z-VAD-FMK showed increased maintenance of WT cells in mixed cultures (Figure 2G; Videos S6 and S7). Furthermore, quantification of the number of WT cells in mixed organoids showed that WT cells are not eliminated when apoptosis is inhibited (Figures 2H and 2I). It is interesting to note that the average percentage of WT cells in Z-VAD-FMK-treated mixed organoids is still lower (48.56%) than the expected percentage (66.67%) at the start of the experiment (based on the 2:1 starting ratio). This indicates that, although WT cells are not eliminated under these conditions, they do not gain the potential to out-compete cancer cells. Together, these data show that out-competition of WT cells is active and dependent on programmed cell death in 3D cultures.

### Cancer cells boost their growth by cell competition

Previously, we observed increased expansion of competing cancer cells (Figure 1C) and therefore questioned whether cancer cells could be influenced by the presence of WT cells. First, we evaluated basal proliferation rates. By using markers that identify DNA replication (1-h EdU pulse) and active cell division (pH3), we could distinguish three populations of cells: cells in S phase (EdU<sup>+</sup>), cells that proceeded from S phase to mitosis (EdU<sup>+</sup>/pH3<sup>+</sup>), and mitotic cells (pH3<sup>+</sup>). Whereas proliferation in pure WT organoids was restricted to crypt regions (Figure 3A), no obvious spatial organization of proliferating cells was observed in pure cancer organoids (Figure 3A'). Importantly, competing

(C) Displays the absolute number of cells in organoids shown in (B); the ratio of 'day 4' over 'day 1' of all (white), cancer (green), and wild-type (magenta) cells are plotted on a Log2 scale (mean  $\pm$  SEM).

(D) Representative images of time-lapse series of mixed intestinal organoid, maximum projection six Z stacks; extruding wild-type cells are indicated with an arrowhead (at interface with cancer cell surface) and asterisk (within the wild-type cell population).

(E and F) Representative 3D-reconstructed (E) and single Z-plane (E' and E'') confocal images of a mixed organoid and quantification of the cl-CASP3<sup>+</sup> cells relative to the total wild-type cell population (F). The organoids were stained for cl-CASP3 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5 $\times$  magnification of the area in the white box. Each dot in (F) represents one organoid (mean  $\pm$  SEM; unpaired t test; two-tailed;  $p = 0.0120$ ;  $n = 14$  and 26 organoids).

(G) Representative 3D-reconstructed confocal images of time-lapse series of control (G) and apoptosis-inhibited (G') mixed intestinal organoids.

(H and I) Representative 3D-reconstructed confocal image of control (H) and apoptosis-inhibited (H') mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (I); each dot represents one organoid (mean  $\pm$  SEM; unpaired t test; two-tailed;  $p < 0.0001$ ;  $n = 82$  and 73 organoids).

Scale bars represent 50  $\mu$ m, excluding magnifications in (E), where scale bar represents 10  $\mu$ m. See also Figures S1, S2, S4, and S5.

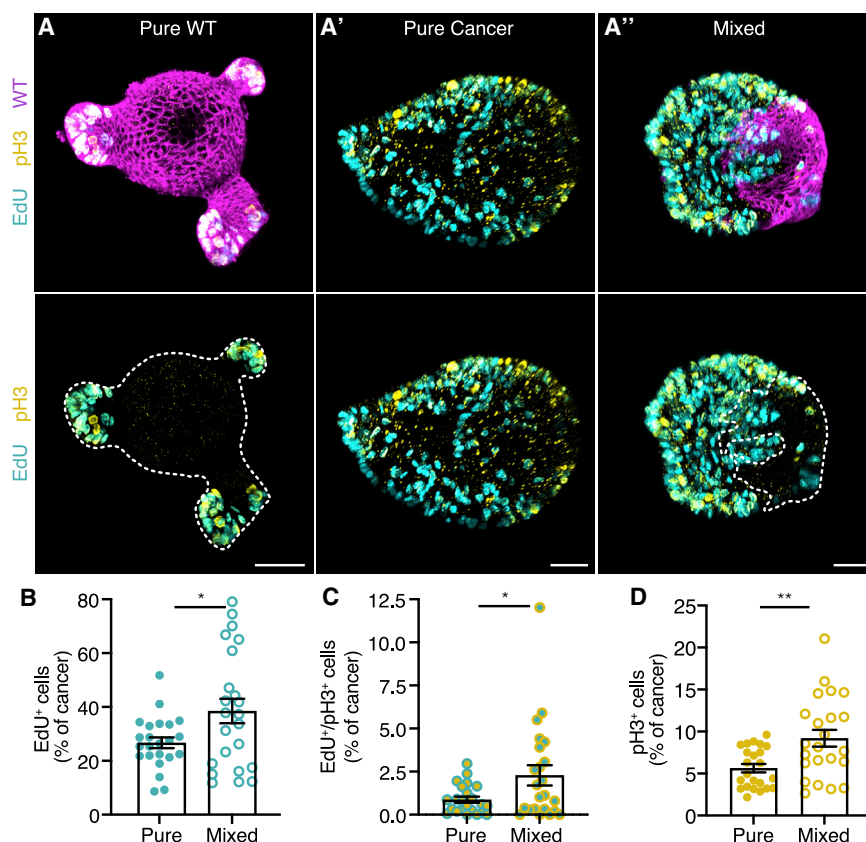

**Figure 3. Cancer cells boost their growth by cell competition**

(A) Representative 3D-reconstructed confocal images of pure wild-type (A), pure cancer (A'), and mixed (A'') organoids. Cells in S phase are labeled with EdU (cyan), and mitotic cells are marked by pH3 (yellow); cells that progressed from S phase to mitosis within 1 h are double positive. (B–D) Quantification of cancer cell proliferation in pure and mixed organoids. The number of cells in S phase (B), cells that progressed from S phase to mitosis within 1 h (C), and cells in mitosis (D) relative to the total cancer cell population is plotted. Each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed;  $p = 0.0225$ , B;  $p = 0.0263$ , C; and  $p = 0.0027$ , D;  $n = 23$  organoids for each condition). Scale bars represent 50  $\mu\text{m}$ .

cancer cells showed increased proliferation throughout the cell cycle (Figures 3A–3D). This implies that intestinal cancer cells boost their own proliferation and benefit from competitive cell interactions with WT intestinal cells.

### Cell competition induces a fetal-like state in WT cells

In order to characterize molecular mechanisms underlying cell competition driven by cancer cells, we used bulk RNA sequencing to identify genes that are differentially expressed between pure and mixed organoids (Figures S3A–S3C). The transcriptome of competing cancer cells was very similar to that of pure cancer cells (Figure S3D), indicating that phenotypic changes in cancer cells induced by cell competition are not of a transcriptional nature. In contrast, the transcriptome of WT cells was dramatically changed upon cell competition (Figure S3D). Subsequent Gene Ontology analysis displayed enrichment of multiple cell-death-related pathways in competing WT cultures (Figure 4A), whereas processing of mRNA and cell proliferation were enriched in pure WT cultures (Figure 4B). These data confirm a negative impact of cell competition on WT cells. Interestingly, among the most highly upregulated genes were multiple members of the *Ly6* family (Figure 4C). The *Ly6* family genes are induced in intestinal epithelia after exposure to colitis (Flanagan et al., 2008), and one of its members, stem cell antigen-1 (*Sca1*/*Ly6a*), has recently been shown to be a marker of regenerating colonic epithelia (Yui et al., 2018). Furthermore, *Sca1* expression is activated in small intestinal epithelia that have been challenged

with parasitic helminths (Nusse et al., 2018). Importantly, both injury responses cause a reprogramming of the tissue and adoption of an undifferentiated fetal-like state (Nusse et al., 2018; Yui et al., 2018). This response, which is essential for maintenance of the epithelial barrier in the intestine, is also characterized by increased expression of genes of the annexin family (Yui et al., 2018), which were also abundantly present among the highly upregulated genes in competing WT cells (Figure 4C). This prompted us

to further investigate the exact transcriptional response induced in competing WT small intestinal cells, and we observed enrichment of the previously reported fetal-like and repair signatures (Figures 4D and S3E–S3G). This indicates that cancer cells actively damage the surrounding WT epithelium, which activates a response resembling an epithelium that is recovering from dextran sulfate sodium-induced colitis. Next, we validated the observed activation of the fetal-like response by immune-fluorescence staining of SCA1. A heterogeneous expression of SCA1 was detected in cancer cells, which was unaltered in mixed compared to pure cancer (Figures 4E and 4F), thereby reflecting the results of the transcriptional analysis. On the other hand, WT cells showed a homogeneous low expression of SCA1 in unchallenged conditions, which was dramatically increased in competing cells (Figures 4E and 4G). Thus, together, these data show that WT small intestine cells revert to a fetal-like state when challenged by competing cancer cells.

### Multiple types of intestinal cancer compete with WT cells

Over the past years, it became apparent that colorectal cancer can be stratified in multiple subtypes based on transcriptional profiling (Guinney et al., 2015). Each of these types display different molecular characteristics, which coincide with a different clinical progression of disease. So far, the here-described cell competition models were based on classical adenocarcinoma cells, resembling colorectal subtype 2. We

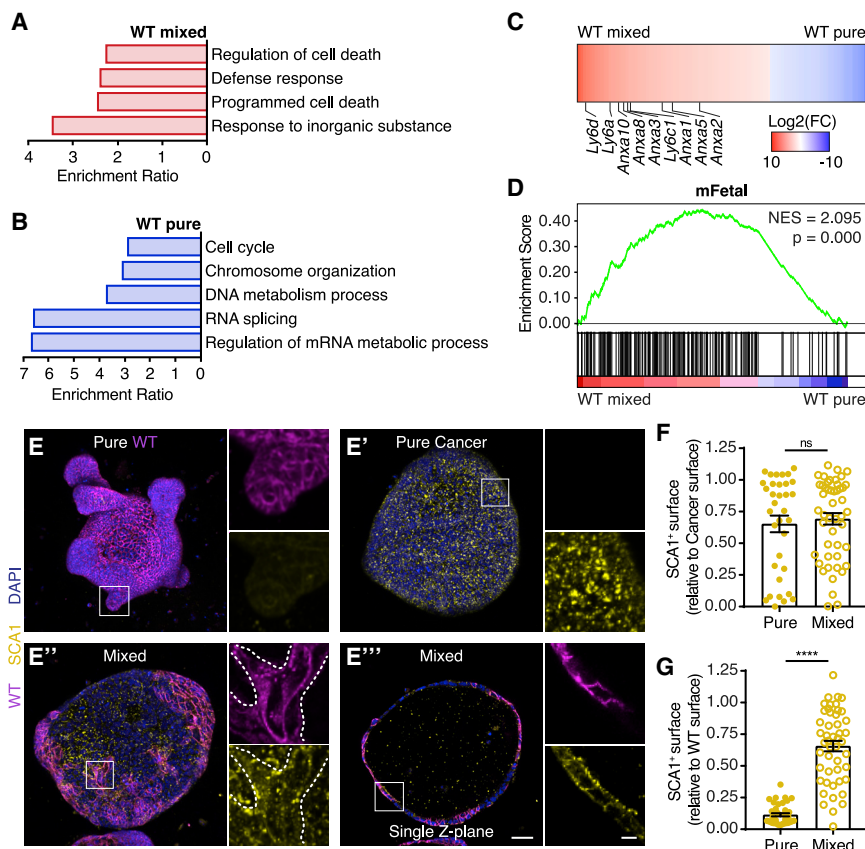

**Figure 4. Cell competition induces a fetal-like state in WT cells**

(A and B) Gene Ontology analysis of differentially expressed genes ( $p < 0.05$ ) in wild-type populations that are enriched in mixed (A) and pure (B) cells.

(C) Heatmap of the fold change of genes that are differentially expressed in wild-type cells upon mixing (Log2). Genes of the *Ly6* and *Anxa* families are indicated.

(D) Gene set enrichment analysis showing enrichment of a fetal signature (Yui et al., 2018) in mixed wild-type cells.

(E–G) Representative 3D-reconstructed confocal images of pure WT (E), pure cancer (E'), mixed (E'') organoids, and a single Z-plane of E' (E''') and quantification of the SCA1<sup>+</sup> surface relative to the total cancer (F) or wild-type (G) surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (F) and (G) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons:  $p > 0.9999$ ;  $n = 34$  and 48 organoids, F;  $p < 0.0001$ ,  $n = 39$  and 48 organoids, G). Scale bars represent 50  $\mu\text{m}$ , excluding magnifications in (E), where scale bar represents 10  $\mu\text{m}$ . See also Figures S3 and S4.

next wondered whether other colorectal cancer subtypes can drive cell competition in intestinal organoids. Recently, epithelial NOTCH1 signaling has been shown to induce tumor microenvironment similar to human colorectal cancer subtype 4 (Jackstadt et al., 2019), and this is associated with an overall poor prognosis for patients. Organoids derived from these highly metastatic small intestinal tumors, induced by activation of KRas, together with deletion of p53 and overexpression of NOTCH1 intracellular domain (KPN), were mixed with WT small intestine cells. We found that KPN cancer cells can eliminate WT small intestine cells in an apoptosis-dependent manner (Figures S4A and S4B). In addition, cancer organoids derived from less invasive *Apc<sup>fl/+</sup>Trp53<sup>fl/fl</sup> Rosa26<sup>N1icd/+</sup>* (APN) small intestine tumors out-competed WT cells in mixed organoids (Figures S4C and S4D). Importantly, both types of intestinal cancer organoids could, like classical adenocarcinoma cells, induce activation of SCA1 in WT cells (Figures S4E–S4J). Thus, together, these data show that multiple types of intestinal cancer cells can induce a fetal-like state and eliminate WT cells.

#### Loss of LGR5<sup>+</sup> stem cells by induction of a fetal-like state through cell competition

The induction of a fetal-like state in adult intestinal epithelia has been reported to coincide with loss of intestinal stem cell (ISC) markers and removal of their niche (Nusse et al., 2018). We therefore next questioned how intestinal stem cells are affected

by cancer-driven cell competition. ISCs are marked by leucine-rich-repeat-containing G-protein-coupled receptor 5 (LGR5) (Barker et al., 2007). We next derived organoids from *Lgr5<sup>DTR</sup>* transgenic mice (Tian et al., 2011), in which the first coding exon of *Lgr5* was replaced with enhanced green fluorescent protein (EGFP) and human diphtheria toxin receptor (DTR). With the use of these *Lgr5*-DTR-EGFP organoids, we could detect ISCs localized in crypt regions of pure WT organoids (Figure 5A). Upon challenging these cells with competing cancer cells, we observed a marked decrease in the number of LGR5-positive cells (Figures 5A' and 5B). We observed direct interaction of LGR5<sup>+</sup> stem cells with cancer cells (Figure 5A') and occasional extrusion of LGR5<sup>+</sup> cells at this interface (Figure 5C). This suggests that the reduced population of LGR5<sup>+</sup> cells is, at least in part, caused by elimination of these cells. However, because most of the WT population reverts to a fetal-like state (Figure 4G), the majority of eliminated WT cells are instead SCA1 positive (Figure S5A). Thus, cancer-driven cell competition induces a cell-state transition in the surrounding WT epithelium that is characterized by loss of LGR5<sup>+</sup> stem cells and adoption of a fetal-like state.

#### Increased stemness prevents cell competition

So far, we have shown that WT intestine cells undergo a cell-state transition when exposed to cancer cells. We next wondered whether reversal of this process could disrupt cell competition. Therefore, we sought a way to interfere with the cell state of WT organoids and turned to the previously described treatment with CHIR99021 and valproic acid (CV; Yin et al., 2014). This combined inhibition of glycogen synthase kinase 3 $\beta$

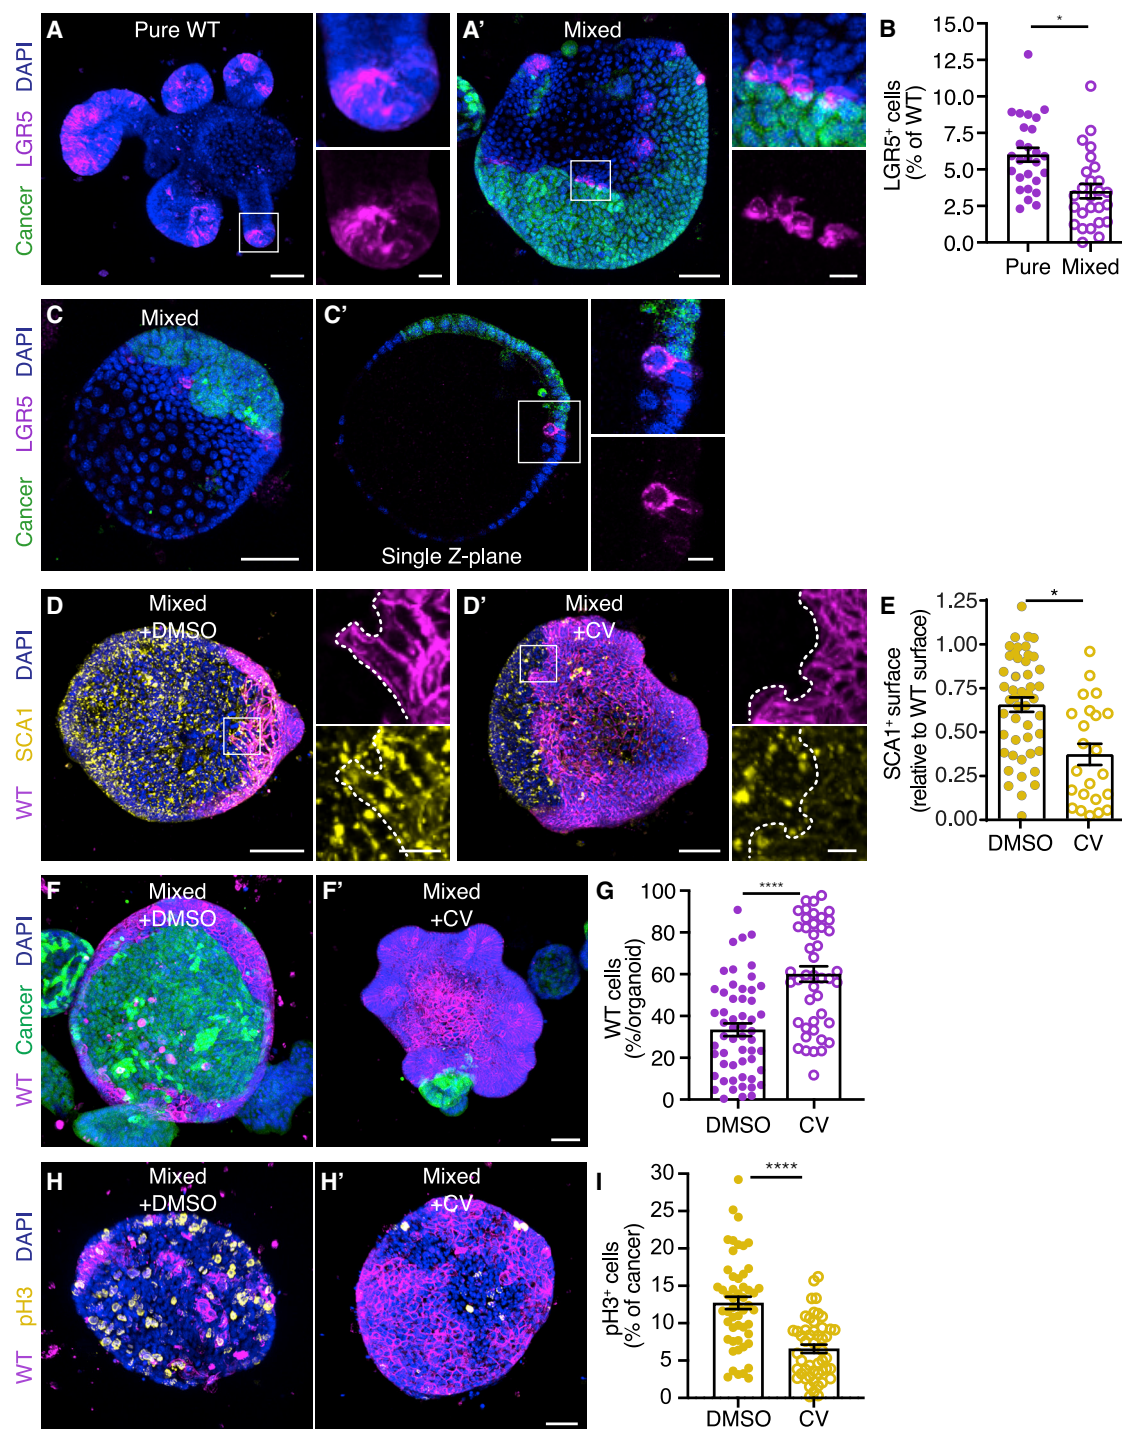

**Figure 5. Increased stemness prevents cell competition**

(A–C) Representative 3D-reconstructed confocal images of pure WT (A) and mixed (A' and C) organoids and single Z-plane of C (C'); LGR5<sup>+</sup> intestinal stem cells (magenta) and nuclei (blue) are visualized. The insets display a 2× magnification of the area in the white box.

(B) Graph displays a quantification of the number of LGR5<sup>+</sup> cells relative to the total number of wild-type cells; each dot represents one organoid (mean ± SEM; one-way ANOVA;  $p = 0.0219$ ;  $n = 27$  and 26 organoids).

(D and E) Representative 3D-reconstructed confocal images of control (D) and CV (D') treated mixed organoids and quantification of the SCA1<sup>+</sup> surface relative to the total wild-type surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (E) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons:  $p = 0.0147$ ;  $n = 48$  and 23 organoids). Displayed control organoids are from the same dataset used in Figure 4G.

(legend continued on next page)

(GSK3 $\beta$ ) and histone deacetylases (HDACs), reported to increase self-renewal of ISCs, indeed resulted in enrichment of LGR5-positive cells in cultures after 3 days of treatment (Figures S5B and S5C). This coincided with loss of expression of SCA1 in mixed WT cells (Figures 5D and 5E); thus, CV treatment can prevent the cell-state change induced by cell competition. Furthermore, increased stemness prevented loss of WT cells from mixed organoids (Figures 5F and 5G). Interestingly, the increased competitive potential of WT cells after CV treatment prevented the over-proliferation of cancer cells (Figures 5H and 5I). Because the mitotic index of pure cancer cultures was not decreased by CV treatment (Figure S5D), this was not a consequence of an autonomous effect of CV treatment on cancer cells. Thus, combined, these data suggest that increasing stemness of WT cells increases their competitive potential and prevents elimination.

### JNK signaling drives cell competition

Next, we questioned which signaling pathways could control elimination and cell-state change of WT cells. Therefore, we performed a transcription factor target analysis on genes that were differentially expressed in bulk mRNA sequencing. This showed that Activator Protein 1 (AP-1) target sites were significantly enriched in genes that were higher expressed in competing WT cells (Figure 6A). AP-1 transcription factors are heterodimeric proteins that are activated upon exposure to numerous stressors, such as cytokines and hypoxia (Karin and Gallagher, 2005). To further characterize activation of AP-1, we analyzed phosphorylation of cJUN, an AP-1 family member (Minden et al., 1994). We observed increased nuclear signal of cJUN-pS73 in competing WT cells (Figures 6B and 6C), although activation was unchanged in cancer cells (Figures 6B and 6D). Interestingly, the distance of WT cJUN-pS73<sup>+</sup> nuclei to cancer cells was smaller than the median distance of all WT nuclei (Figure 6E). Furthermore, there is an enrichment of WT cJUN-pS73<sup>+</sup> nuclei at the interface with cancer cells (Figure 6F). Together, this suggests that short-ranged interactions with cancer cells promote activation of cJUN in WT cells. This phosphorylation site is a substrate of the JNK, which is activated in competing WT cells (Figure S6). JNK signaling plays a critical role in controlling both cell proliferation and death (Karin and Gallagher, 2005; Minden et al., 1994) and is a key regulator in many forms of cell competition (Tamori and Deng, 2011), including tumor-induced cell competition in the *Drosophila* adult intestine (Suijkerbuijk et al., 2016). We used treatment with the selective JNK inhibitor JNK-IN-8 (Zhang et al., 2012) to interfere with overall JNK signaling, which indeed prevented phosphorylation of cJUN in WT and cancer cells (Figures 6G–6I). Furthermore, treatment with JNK-IN-8 significantly reduced SCA1 levels in WT cells (Figures 6J and 6K), suggesting that active JNK signaling is

required for the cell-state transition that is enforced by cell competition. Importantly, we found that inhibition of JNK prevents elimination of WT cells (Figures 6L and 6M). Thus, JNK is activated in competing cells and is required for eradication and cell-state transition of WT small intestine cells.

### JNK activity in WT cells is required for cell competition

Next, in order to untangle where JNK activation is required, we sought a manner to specifically inhibit signaling in individual cell populations. Mitogen-activated protein kinase phosphatase 5 (MKP5) (also known as DUSP10) is a member of the dual-specificity phosphatase family that inactivates JNK and p38 *in vitro* (Theodosiou et al., 1999; Tanoue et al., 1999) and regulates JNK activity in mouse cells (Zhang et al., 2004). We observed that doxycycline-inducible expression of MKP5, detected by co-expression of mTurquoise2 (Figure S7A), results in reduced activation of cJUN in WT and cancer cells (Figures 7A–7C). This confirms that MKP5 inactivates JNK signaling in mouse intestinal organoids. Expression of MKP5 solely in cancer cells did not affect SCA1 activation (Figures S7B and S7C) or prevent elimination of WT cells (Figures S7D and S7E). However, specific expression of the phosphatase in only WT cells inhibited SCA1 expression (Figures 7D and 7E) and, importantly, rescued WT cells (Figures 7F and 7G). Together, this shows that induction of a cell-state transition and out-competition of WT cells is dependent on JNK activity in WT cells.

## DISCUSSION

Effects of competition on cell fate have been shown in many tissues. Classical examples are neutral drift in the intestinal stem cells niche (Lopez-Garcia et al., 2010; Snippert et al., 2010) and maintenance of stem cells in the *Drosophila* testis (Sheng et al., 2009). A dual effect of cell competition on weaker cell populations, through active elimination by cell death combined with reduced stem cell renewal, has been observed under homeostasis. Both in the adult *Drosophila* midgut and in developing mouse skin, weaker cells, induced by ribosome impairment or reduced expression of *mycn*, are removed from the tissue by stronger cells through apoptosis and forced differentiation (Ellis et al., 2019; Kolahgar et al., 2015). Here, we provide an example of a combined mechanism of forced elimination and cell-state transition in relation to cancer (Figure 7H).

Many studies have reported that tumor growth is highly context dependent. In particular, a strong correlation exists between inflammation and intestinal cancer. For example, patients with Crohn's disease have 20–30 times higher risk of developing adenocarcinomas in the small intestine and inflammatory bowel disease is a strong risk factor for colorectal cancer (Beaugerie and

(F and G) Representative 3D-reconstructed confocal image of control (F) and CV-treated (F') mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (G); each dot represents one organoid (mean  $\pm$  SEM; unpaired t test; two-tailed;  $p < 0.0001$ ;  $n = 55$  and 45 organoids).

(H and I) Representative 3D-reconstructed confocal images of control (H) and CV-treated (H') mixed organoids. Mitotic cells are marked by pH3 (yellow) and nuclei with DAPI (blue).

(I) Quantification of the number of pH3<sup>+</sup> cells in mixed organoids relative to the total number of cancer cells; each dot represents one organoid (mean  $\pm$  SEM; one-way ANOVA;  $p < 0.0001$ ;  $n = 53$  and 50 organoids).

Scale bars represent 50  $\mu$ m, excluding magnifications in (A), (C), and (D), where scale bar represents 10  $\mu$ m. See also Figure S5.

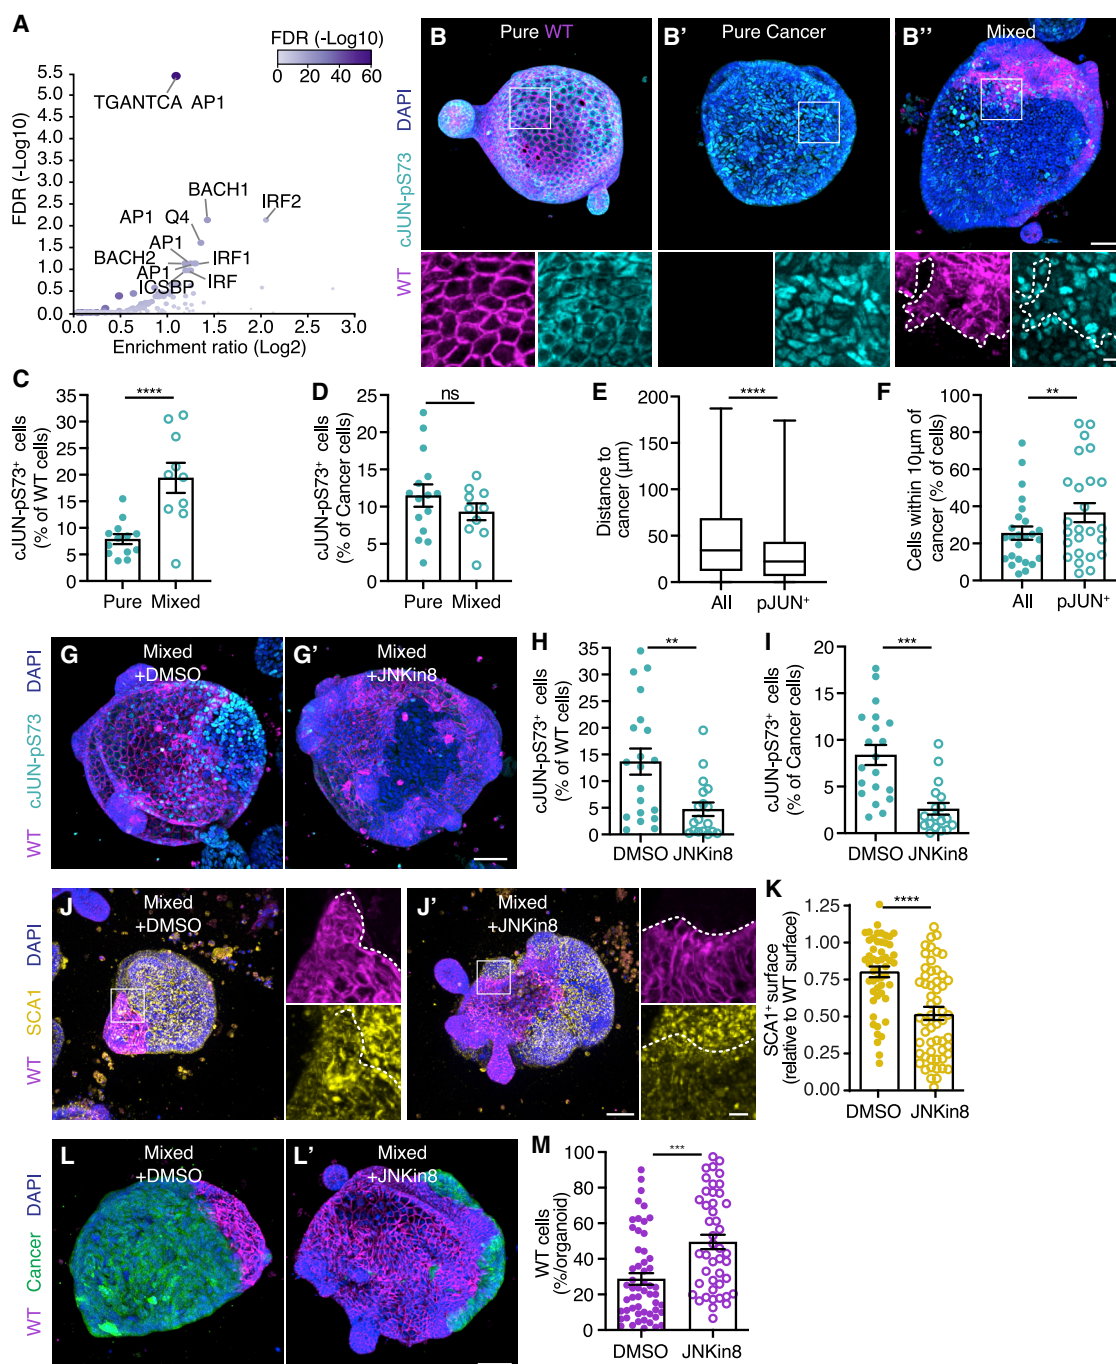

**Figure 6. JNK signaling drives cell competition**

(A) Transcription factor target analysis of differentially expressed genes ( $p < 0.05$ ) that are enriched in mixed wild-type cells. The graph displays enrichment (Log2) and false discovery rate (FDR) ( $-\text{Log}_{10}$ ) of gene sets (significantly enriched gene sets are indicated).

(B) Representative 3D-reconstructed confocal images of pure WT (B), pure cancer (B'), and mixed (B'') organoids, stained for activated cJUN (cyan); nuclei are visualized with DAPI (blue). The insets display a 3 $\times$  magnification of the area in the white box.

(C and D) Quantification of the number of cJUN-pS73 $^{+}$  cells relative to the total number of wild-type (C) and cancer (D) cells; each dot represents one organoid (mean  $\pm$  SEM; one-way ANOVA; multiple comparisons;  $p < 0.0001$ ,  $n = 13$  and 10 organoids, C;  $p = 0.5740$ ,  $n = 15$  and 10 organoids, D).

(E) Quantification of the distance of all (left) and cJUN-pS73 $^{+}$  (right) wild-type nuclei to the closest cancer cell surface in  $\mu\text{m}$  (median; 25 $^{\text{th}}$  to 75 $^{\text{th}}$  percentiles [box]; min. to max. [whiskers]; unpaired t test; two-tailed;  $p < 0.0001$ ;  $n = 25$  organoids).

(F) Quantification of wild-type cells within a one-cell diameter (10  $\mu\text{m}$ ) of the closest cancer cell surface. The percentages of all (left) and cJUN-pS73 $^{+}$  (right) wild-type cells at the interface are displayed (mean  $\pm$  SEM; paired t test; two-tailed;  $p = 0.0093$ ;  $n = 25$  organoids).

(legend continued on next page)

Itzkowitz, 2015). Similarly, in mouse models of intestinal cancer, formation of colonic polyps is strongly enhanced by inflammation induced by infection with enterotoxigenic *Bacteroides fragilis* or treatment with dextran sodium sulfate (Tanaka et al., 2006; Wu et al., 2009). Interestingly, these are conditions in which a fetal-like response is activated in the intestine (Gregorieff et al., 2015; Nusse et al., 2018; Yui et al., 2018), similar to the here-reported primitive state induced upon cancer-driven cell competition. Future efforts should be directed toward increasing understanding of this connection of a fetal-like state and tumorigenesis.

Under normal circumstances, the fetal-like response promotes regeneration of the intestinal tissue. A recent study describing the kinetics of regeneration after removal of a damaging insult has shown that reformation of a homeostatic intestinal epithelium takes approximately 3 weeks (Wang et al., 2019). Therefore, during chronic exposure of the epithelium to an insult, such as close proximity of a tumor, healthy tissue will never be allowed to fully recover. This response is therefore counterproductive under the circumstances described here. Interestingly, induction of a fetal-like state upon injury is not restricted to the intestinal epithelium and is also observed in multiple other tissues (Fernandez Vallone et al., 2016; Gadye et al., 2017; Lin et al., 2017). This suggests that our observation that tumors can push surrounding WT tissue in a primitive state could be more universal.

Cell competition can be tumor suppressive; for example, cells expressing oncogenic H-Ras are eliminated from intestinal and pancreatic epithelia through apical extrusion (Kon et al., 2017; Sasaki et al., 2018). Furthermore, WT cells actively eliminate mutant aberrant foci in the skin (Brown et al., 2017). However, this effect is not solely determined by autonomous properties of the tumor but is highly context dependent. For instance, obesity induced by a high-fat diet prevents cell-competition-driven elimination of oncogenic cells (Sasaki et al., 2018). This illustrates how the surrounding environment dictates behavior of tumors and that tumor fitness, and thus its oncogenic potential, can be changed by external stimuli. Here, we report that JNK signaling is a major regulator of WT cell elimination and thus overall fitness of competing healthy cells. This may open up new options of treatment, where promoting fitness of the host tissue, through JNK inhibition, can help to tip the balance toward tumor-suppressive cell competition.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **RESOURCE AVAILABILITY**
  - Materials availability
  - Data and code availability
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Isolation wild-type small intestine organoids
  - Isolation intestinal cancer organoids
  - Culture of mouse organoids
  - Transduction of organoids
- **METHOD DETAILS**
  - Generation of mixed enteroid monolayers
  - Generation of mixed 3D organoid cultures
  - Immuno-fluorescence
  - Microscopy
  - Flow Cytometry
  - mRNA sequencing
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Flow cytometry
  - Microscopy
  - Statistical analysis
  - mRNA sequencing

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2021.109307>.

## ACKNOWLEDGMENTS

We thank Marjolijn Mertz, Lenny Brocks, and the NKI BioImaging facility and Anko de Graaff and the Hubrecht Imaging Centre for technical support with imaging; Lotte Bruens, Dustin Flanagan, Joana Faria Da Silva, Evelyn Beerling, and Tim Schelfhorst for input and technical support; Judith Vivie, Mauro Muraro, and Jan Willem Wijnands for help with mRNA sequencing; Kim Jensen for sharing gene enrichment datasets; Frederic J. de Sauvage for sharing the Lgr5-DTR-GFP mouse; and members of the van Rheenen group for critically reading the manuscript. This work was financially supported by Dutch Cancer Society Fellowship BUIT-2013-5847 (to S.J.E.S.) and Young Investigator Grant 11491 / 2018-1 (to S.J.E.S. and A.K.G.) and the CancerGenomics.nl (to J.v.R.), European Research Council grant CANCER- RECURRENCE 648804 (to J.v.R.), the Doctor Josef Steiner Foundation (to J.v.R.), and the European Union's Horizon 2020 research and innovation program under the Marie Skłodowska-Curie grant agreement no. 642866 (to J.v.R.). R.J. is funded by the Dietmar Hopp Foundation. This work was also supported by Cancer Research UK core grant to the Beatson Institute core (A17196), CRUK core funding A21139, and CRUK ACRCelerate A26825 (both to O.J.S.). This manuscript was edited by Life Science Editors.

(G–I) Representative 3D-reconstructed confocal images of control (G) and JNKin8 treated (G') mixed organoids stained for activated cJUN (cyan); nuclei are visualized with DAPI (blue).

(H and I) Quantification of the number of cJUN-pS73<sup>+</sup> cells relative to the total number of wild-type (H) and cancer (I) cells; each dot represents one organoid (mean ± SEM; one-way ANOVA; multiple comparisons; p = 0.0041, n = 20 and 18 organoids, H; p = 0.0001, n = 20 and 18 organoids, I).

(J and K) Representative 3D-reconstructed confocal images of control (J) and JNKin8 treated (J') mixed organoids and quantification of the SCA1<sup>+</sup> surface relative to the total wild-type surface area. The organoids were stained for SCA1 (yellow); nuclei are visualized with DAPI (blue). The insets display a 3.5× magnification of the area in the white box. Each dot in (K) represents one organoid (mean ± SEM; non-parametric; ANOVA; multiple comparisons; p < 0.0001; n = 52 and 56 organoids).

(L and M) Representative 3D-reconstructed confocal image of control (L) and JNKin8 treated (L') mixed organoids, nuclei are stained with DAPI (blue), and quantification of the percentage of wild-type cells contributing to mixed organoids (M); each dot represents one organoid (mean ± SEM; unpaired t test; two-tailed; p < 0.0001; n = 55 and 45 organoids).

Scale bars represent 50 μm, excluding magnifications in (B) and (J), where scale bar represents 10 μm. See also Figure S6.

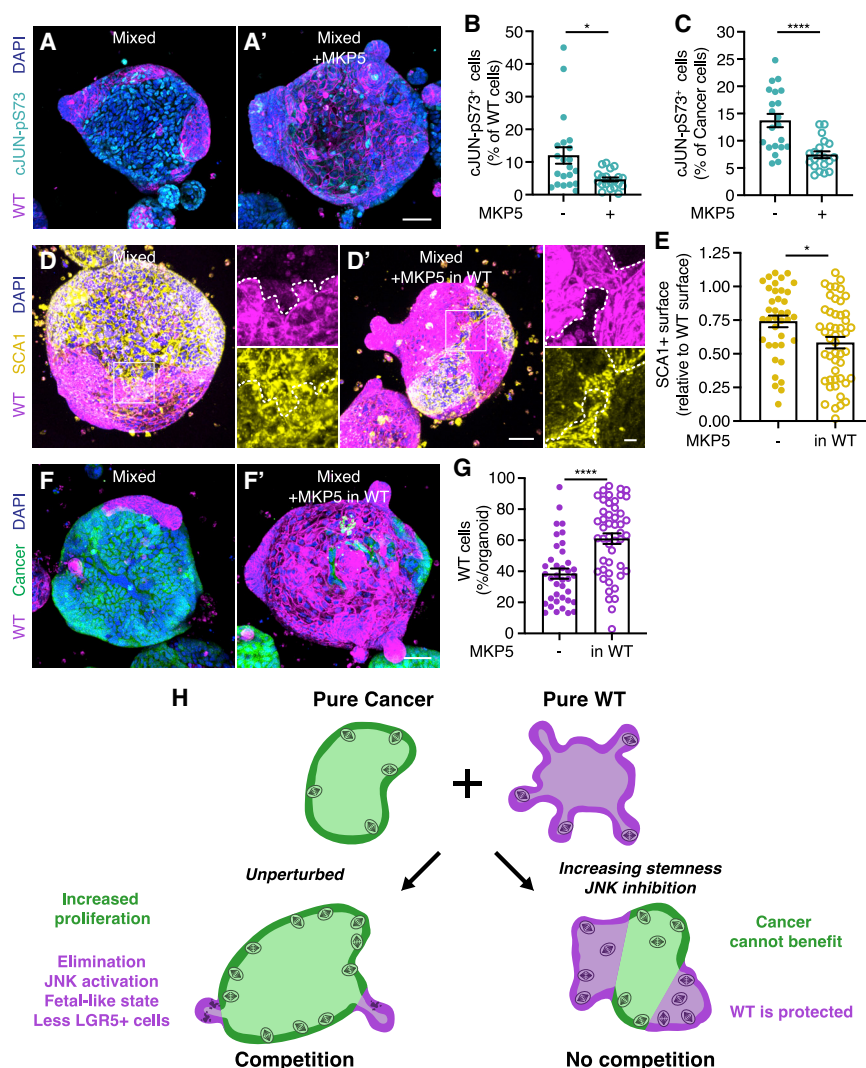

## AUTHOR CONTRIBUTIONS

S.J.E.S. and A.K.G. performed the experiments. H.Q.L. performed mRNA sequencing analysis; A.F., R.-F.J., T.R.M.L., O.J.S., and J.v.R. contributed knowledge and reagents. S.J.E.S. designed the experiments, supervised the study, and wrote the manuscript together with J.v.R., and the manuscript was approved by all authors.

## DECLARATION OF INTERESTS

H.Q.L. is employed by Boehringer Ingelheim Pharma GmbH & Co. KG.

## INCLUSION AND DIVERSITY

One or more of the authors of this paper self-identifies as a member of the LGBTQ+ community.

Received: October 11, 2020

Revised: April 11, 2021

Accepted: June 4, 2021

Published: June 29, 2021

## REFERENCES

- Barker, N., van Es, J.H., Kuipers, J., Kujala, P., van den Born, M., Cozijnsen, M., Haegebarth, A., Korving, J., Begthel, H., Peters, P.J., and Clevers, H. (2007). Identification of stem cells in small intestine and colon by marker gene *Lgr5*. *Nature* 449, 1003–1007.
- Beaugerie, L., and Itzkowitz, S.H. (2015). Cancers complicating inflammatory bowel disease. *N. Engl. J. Med.* 372, 1441–1452.
- Bowling, S., Lawlor, K., and Rodríguez, T.A. (2019). Cell competition: the winners and losers of fitness selection. *Development* 146, dev167486.
- Brown, S., Pineda, C.M., Xin, T., Boucher, J., Suozzi, K.C., Park, S., Matte-Martone, C., Gonzalez, D.G., Rytlewski, J., Beronja, S., and Greco, V. (2017). Correction of aberrant growth preserves tissue homeostasis. *Nature* 548, 334–337.
- Claveria, C., and Torres, M. (2016). Cell competition: mechanisms and physiological roles. *Annu. Rev. Cell Dev. Biol.* 32, 411–439.
- Claveria, C., Giovannazzo, G., Sierra, R., and Torres, M. (2013). Myc-driven endogenous cell competition in the early mammalian embryo. *Nature* 500, 39–44.

- Edgar, R., Domrachev, M., and Lash, A.E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30, 207–210.
- Eisenhoffer, G.T., Loftus, P.D., Yoshigi, M., Otsuna, H., Chien, C.-B., Morcos, P.A., and Rosenblatt, J. (2012). Crowding induces live cell extrusion to maintain homeostatic cell numbers in epithelia. *Nature* 484, 546–549.
- Ellis, S.J., Gomez, N.C., Levorse, J., Mertz, A.F., Ge, Y., and Fuchs, E. (2019). Distinct modes of cell competition shape mammalian tissue morphogenesis. *Nature* 569, 497–502.
- Fernandez Vallone, V., Leprovots, M., Strollo, S., Vasile, G., Lefort, A., Libert, F., Vassart, G., and Garcia, M.I. (2016). Trop2 marks transient gastric fetal epithelium and adult regenerating cells after epithelial damage. *Development* 143, 1452–1463.
- Flanagan, K., Modrusan, Z., Cornelius, J., Chavali, A., Kasman, I., Komuves, L., Mo, L., and Diehl, L. (2008). Intestinal epithelial cell up-regulation of LY6 molecules during colitis results in enhanced chemokine secretion. *J. Immunol.* 180, 3874–3881.
- Fumagalli, A., Drost, J., Suijkerbuijk, S.J.E., van Boxtel, R., de Lig, J., Offerhaus, G.J., Begthel, H., Beerling, E., Tan, E.H., Sansom, O.J., et al. (2017). Genetic dissection of colorectal cancer progression by orthotopic transplantation of engineered cancer organoids. *Proc. Natl. Acad. Sci. USA* 114, E2357–E2364.
- Gadye, L., Das, D., Sanchez, M.A., Street, K., Baudhuin, A., Wagner, A., Cole, M.B., Choi, Y.G., Yosef, N., Purdom, E., et al. (2017). Injury activates transient olfactory stem cell states with diverse lineage capacities. *Cell Stem Cell* 21, 775–790.e9.
- Gregorieff, A., Liu, Y., Inanlou, M.R., Khomchuk, Y., and Wrana, J.L. (2015). Yap-dependent reprogramming of Lgr5(+) stem cells drives intestinal regeneration and cancer. *Nature* 526, 715–718.
- Guinney, J., Dienstmann, R., Wang, X., de Reyniès, A., Schlicker, A., Soneson, C., Marisa, L., Roepman, P., Nyamundanda, G., Angelino, P., et al. (2015). The consensus molecular subtypes of colorectal cancer. *Nat. Med.* 21, 1350–1356.
- Hanahan, D., and Weinberg, R.A. (2011). Hallmarks of cancer: the next generation. *Cell* 144, 646–674.
- Hashimshony, T., Wagner, F., Sher, N., and Yanai, I. (2012). CEL-seq: single-cell RNA-seq by multiplexed linear amplification. *Cell Rep.* 2, 666–673.
- Hayashi, A., Yavas, A., McIntyre, C.A., Ho, Y.-J., Erakky, A., Wong, W., Varghese, A.M., Melchor, J.P., Overholtzer, M., O'Reilly, E.M., et al. (2020). Genetic and clinical correlates of entosis in pancreatic ductal adenocarcinoma. *Mod. Pathol.* 33, 1822–1831.
- Jackstadt, R., van Hooff, S.R., Leach, J.D., Cortes-Lavaud, X., Lohuis, J.O., Ridgway, R.A., Wouters, V.M., Roper, J., Kendall, T.J., Roxburgh, C.S., et al. (2019). Epithelial NOTCH signaling rewires the tumor microenvironment of colorectal cancer to drive poor-prognosis subtypes and metastasis. *Cancer Cell* 36, 319–336.e7.
- Karin, M., and Gallagher, E. (2005). From JNK to pay dirt: jun kinases, their biochemistry, physiology and clinical importance. *IUBMB Life* 57, 283–295.
- Kolahgar, G., Suijkerbuijk, S.J.E., Kucinski, I., Poirier, E.Z., Mansour, S., Simons, B.D., and Piddini, E. (2015). Cell competition modifies adult stem cell and tissue population dynamics in a JAK-STAT-dependent manner. *Dev. Cell* 34, 297–309.
- Kon, S., Ishibashi, K., Katoh, H., Kitamoto, S., Shirai, T., Tanaka, S., Kajita, M., Ishikawa, S., Yamauchi, H., Yako, Y., et al. (2017). Cell competition with normal epithelial cells promotes apical extrusion of transformed cells through metabolic changes. *Nat. Cell Biol.* 19, 530–541.
- Kudo, T., Jeknić, S., Macklin, D.N., Akhter, S., Hughey, J.J., Regot, S., and Covert, M.W. (2018). Live-cell measurements of kinase activity in single cells using translocation reporters. *Nat. Protoc.* 13, 155–169.
- Li, H., and Durbin, R. (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. *Bioinformatics* 26, 589–595.
- Liao, Y., Wang, J., Jaehnig, E.J., Shi, Z., and Zhang, B. (2019). WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. *Nucleic Acids Res.* 47 (W1), W199–W205.
- Lin, B., Coleman, J.H., Peterson, J.N., Zunitch, M.J., Jang, W., Herrick, D.B., and Schwob, J.E. (2017). Injury induces endogenous reprogramming and dedifferentiation of neuronal progenitors to multipotency. *Cell Stem Cell* 21, 761–774.e5.
- Lopez-Garcia, C., Klein, A.M., Simons, B.D., and Winton, D.J. (2010). Intestinal stem cell replacement follows a pattern of neutral drift. *Science* 330, 822–825.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550.
- Madan, E., Pelham, C.J., Nagane, M., Parker, T.M., Canas-Marques, R., Fazio, K., Shaik, K., Yuan, Y., Henriques, V., Galzerano, A., et al. (2019). Flower isoforms promote competitive growth in cancer. *Nature* 572, 260–264.
- Merino, M.M., Rhiner, C., Lopez-Gay, J.M., Buechel, D., Hauert, B., and Moreno, E. (2015). Elimination of unfit cells maintains tissue health and prolongs lifespan. *Cell* 160, 461–476.
- Minden, A., Lin, A., Smeal, T., Dérjard, B., Cobb, M., Davis, R., and Karin, M. (1994). c-Jun N-terminal phosphorylation correlates with activation of the JNK subgroup but not the ERK subgroup of mitogen-activated protein kinases. *Mol. Cell. Biol.* 14, 6683–6688.
- Mootha, V.K., Lindgren, C.M., Eriksson, K.-F., Subramanian, A., Sihag, S., Lehar, J., Puigserver, P., Carlsson, E., Ridderstråle, M., Laurila, E., et al. (2003). PGC-1 $\alpha$ -responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat. Genet.* 34, 267–273.
- Moya, I.M., Castaldo, S.A., Van den Mooter, L., Soheily, S., Sansores-Garcia, L., Jacobs, J., Mannaerts, I., Xie, J., Verboven, E., Hillen, H., et al. (2019). Peritumoral activation of the Hippo pathway effectors YAP and TAZ suppresses liver cancer in mice. *Science* 366, 1029–1034.
- Muzumdar, M.D., Tasic, B., Miyamichi, K., Li, L., and Luo, L. (2007). A global double-fluorescent Cre reporter mouse. *Genesis* 45, 593–605.
- Nusse, Y.M., Savage, A.K., Marangoni, P., Rosendahl-Huber, A.K.M., Landman, T.A., de Sauvage, F.J., Locksley, R.M., and Klein, O.D. (2018). Parasitic helminths induce fetal-like reversion in the intestinal stem cell niche. *Nature* 559, 109–113.
- Sancho, M., Di-Gregorio, A., George, N., Pozzi, S., Sánchez, J.M., Pernaute, B., and Rodríguez, T.A. (2013). Competitive interactions eliminate unfit embryonic stem cells at the onset of differentiation. *Dev. Cell* 26, 19–30.
- Sasaki, A., Nagatake, T., Egami, R., Gu, G., Takigawa, I., Ikeda, W., Nakatani, T., Kunisawa, J., and Fujita, Y. (2018). Obesity suppresses cell-competition-mediated apical elimination of RasV12-transformed cells from epithelial tissues. *Cell Rep.* 23, 974–982.
- Sato, T., Vries, R.G., Snippert, H.J., van de Wetering, M., Barker, N., Stange, D.E., van Es, J.H., Abo, A., Kujala, P., Peters, P.J., and Clevers, H. (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. *Nature* 459, 262–265.
- Sheng, X.R., Brawley, C.M., and Matunis, E.L. (2009). Dedifferentiating spermatogonia outcompete somatic stem cells for niche occupancy in the *Drosophila* testis. *Cell Stem Cell* 5, 191–203.
- Simmini, S., Bialecka, M., Huch, M., Kester, L., van de Wetering, M., Sato, T., Beck, F., van Oudenaarden, A., Clevers, H., and Deschamps, J. (2014). Transformation of intestinal stem cells into gastric stem cells on loss of transcription factor Cdx2. *Nat. Commun.* 5, 5728.
- Snippert, H.J., van der Flier, L.G., Sato, T., van Es, J.H., van den Born, M., Kroon-Veenboer, C., Barker, N., Klein, A.M., van Rheenen, J., Simons, B.D., and Clevers, H. (2010). Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. *Cell* 143, 134–144.
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., and Mesirov, J.P. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. USA* 102, 15545–15550.
- Suijkerbuijk, S.J.E., and van Rheenen, J. (2017). From good to bad: intravital imaging of the hijack of physiological processes by cancer cells. *Dev. Biol.* 428, 328–337.

- Suijkerbuijk, S.J.E., Kolahgar, G., Kucinski, I., and Piddini, E. (2016). Cell competition drives the growth of intestinal adenomas in *Drosophila*. *Curr. Biol.* **26**, 428–438.
- Tamori, Y., and Deng, W.M. (2011). Cell competition and its implications for development and cancer. *J. Genet. Genomics* **38**, 483–495.
- Tanaka, T., Kohno, H., Suzuki, R., Hata, K., Sugie, S., Niho, N., Sakano, K., Takahashi, M., and Wakabayashi, K. (2006). Dextran sodium sulfate strongly promotes colorectal carcinogenesis in *Apc*(Min/+) mice: inflammatory stimuli by dextran sodium sulfate results in development of multiple colonic neoplasms. *Int. J. Cancer* **118**, 25–34.
- Tanoue, T., Moriguchi, T., and Nishida, E. (1999). Molecular cloning and characterization of a novel dual specificity phosphatase, MKP-5. *J. Biol. Chem.* **274**, 19949–19956.
- Theodosiou, A., Smith, A., Gillieron, C., Arkinstall, S., and Ashworth, A. (1999). MKP5, a new member of the MAP kinase phosphatase family, which selectively dephosphorylates stress-activated kinases. *Oncogene* **18**, 6981–6988.
- Thorne, C.A., Chen, I.W., Sanman, L.E., Cobb, M.H., Wu, L.F., and Altschuler, S.J. (2018). Enteroid monolayers reveal an autonomous WNT and BMP circuit controlling intestinal epithelial growth and organization. *Dev. Cell* **44**, 624–633.e4.
- Tian, H., Biehs, B., Warming, S., Leong, K.G., Rangell, L., Klein, O.D., and de Sauvage, F.J. (2011). A reserve stem cell population in small intestine renders *Lgr5*-positive cells dispensable. *Nature* **478**, 255–259.
- Wang, Y., Chiang, I.-L., Ohara, T.E., Fujii, S., Cheng, J., Muegge, B.D., Ver Heul, A., Han, N.D., Lu, Q., Xiong, S., et al. (2019). Long-term culture captures injury-repair cycles of colonic stem cells. *Cell* **179**, 1144–1159.e15.
- Wu, S., Rhee, K.-J., Albesiano, E., Rabizadeh, S., Wu, X., Yen, H.-R., Huso, D.L., Brancati, F.L., Wick, E., McAllister, F., et al. (2009). A human colonic commensal promotes colon tumorigenesis via activation of T helper type 17 T cell responses. *Nat. Med.* **15**, 1016–1022.
- Yin, X., Farin, H.F., van Es, J.H., Clevers, H., Langer, R., and Karp, J.M. (2014). Niche-independent high-purity cultures of *Lgr5*<sup>+</sup> intestinal stem cells and their progeny. *Nat. Methods* **11**, 106–112.
- Yui, S., Azzolin, L., Maimets, M., Pedersen, M.T., Fordham, R.P., Hansen, S.L., Larsen, H.L., Guio, J., Alves, M.R.P., Rundsten, C.F., et al. (2018). YAP/TAZ-dependent reprogramming of colonic epithelium links ECM remodeling to tissue regeneration. *Cell Stem Cell* **22**, 35–49.e7.
- Zhang, Y., Blattman, J.N., Kennedy, N.J., Duong, J., Nguyen, T., Wang, Y., Davis, R.J., Greenberg, P.D., Flavell, R.A., and Dong, C. (2004). Regulation of innate and adaptive immune responses by MAP kinase phosphatase 5. *Nature* **430**, 793–797.
- Zhang, T., Inesta-Vaquera, F., Niepel, M., Zhang, J., Ficarro, S.B., Machleidt, T., Xie, T., Marto, J.A., Kim, N., Sim, T., et al. (2012). Discovery of potent and selective covalent inhibitors of JNK. *Chem. Biol.* **19**, 140–154.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

## RESOURCE AVAILABILITY

### Materials availability

### Data and code availability

All used software is listed in the [Key resources table](#). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar, Domrachev and Lash, 2002) and are accessible through GEO Series accession number GEO: GSE176027 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176027>)

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Isolation wild-type small intestine organoids

All experiments were performed in accordance with the Animal Welfare Committee of the Netherlands Cancer Institute, the Netherlands. Animals were kept were housed under standard laboratory conditions at the Netherlands Cancer Institute facility and received standard laboratory chow and water *ad libitum*. Wild-type small intestine organoids were derived as previously described (Sato et al., 2009), from Rosa26-Cre<sup>ERT2</sup>::mT/mG (Muzumdar et al., 2007) male and female animals age 9-30 weeks (C57BL/6J background), Lgr5<sup>DTR</sup> transgenic mice (provided by the Genentech MTA program (Tian et al., 2011)) female animals age 9-19 weeks (C57BL/6J background) and eCadherin-mCFP (Snippert et al., 2010) female animals age 19-22 weeks (mixed background).

### Isolation intestinal cancer organoids

How the deposited data were processed for this re-analysis (not part of the article)

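Bulk RNA was sequenced from sorted pure WT, mixed WT, pure cancer and mixed cancer cells, with 2 libraries in each of the 4 groups, on day 3 after mixing. The paper's methods state that read 1 of each pair gave the library index and the CEL-Seq sample barcode, that read 2 was aligned to the mm10 RefSeq transcriptome with BWA, that reads mapping equally well to several places were discarded, and that reads were assigned to genes with featureCounts. The authors deposited read counts per gene without normalization, and these counts include amplification copies. They also deposited barcode counts, which are the different molecule barcodes seen per gene. A further table holds estimated counts of transcripts, which the authors made from the barcode counts by correcting for molecules that draw the same barcode. Each barcode count went with a single transcript value, 257 pairs in all, and no barcode count exceeded the read count of its gene. The authors also deposited a DESeq2 table of mixed against pure WT cells. Its signal column is the authors' mean of normalized counts per gene, its log2 columns are the authors' log2 fold change and standard error, its score column is the authors' Wald statistic, and its p-value columns are the authors' Wald p-value with and without adjustment. The paper gives DESeq2 version 1.22.2 for this step, and its text does not name the libraries in the fit. The mean normalized counts equal those over all 8 libraries.

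The 3 count tables list 13420 genes once 2 entries that are not mouse genes, a spike-in and eGFP, were left out. Depth ranged from 73109 reads in mixed WT library A02 to 4733121 reads in mixed cancer library A04. The floor of a group is the CPM that 3 reads over its pooled libraries make, which is the upper 95% limit of a count of 0. A gene with 0 reads in a group is given as a fold of at least the ratio to that floor, which leaves out the counting error of the other group, a gene with 1 to 3 reads as a ratio with its 95% counting interval, and a gene at or under the floor in both groups without a fold. The samples were grouped by their labels, the well was taken as the name of the replicate, and no pairs were formed.

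Groups were compared on read counts with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr at a minimum count of 10, libraries were normalized with TMM factors, and all 8 libraries entered a single quasi-likelihood fit. Genes were called at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg over the 5264 tested genes). The comparisons were mixed against pure WT cells, mixed against pure cancer cells, the difference between these changes, and pure or mixed cancer against WT cells. The standard error is the absolute log2 fold change divided by the square root of the F statistic. Genes named in the text are those the paper names, all tested Ly6 and annexin genes, genes called from a list, and the 5 called genes per direction with the largest change and a mean of at least 50 reads per library.

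Gene lists were written by hand and are not the Gene Ontology terms or the published signatures. The 15 lists are the Ly6 family, the annexin family, fetal-like and repair markers, programmed cell death, defense response, response to inorganic substances, cell cycle, DNA metabolism and chromosome organization, RNA splicing and mRNA processing, the AP-1 family and JNK pathway, intestinal stem cell markers, Wnt targets, p53 targets, enterocyte markers, and Paneth, goblet and enteroendocrine markers. A list needed at least 3 tested genes. Lists were tested on voom values with limma 3.58.1, using camera with a preset correlation of 0.01, and adjusted over the 15 lists within each comparison. These log2 values are lower for a gene without reads the deeper its library is. Lists with many such genes can therefore shift with depth. Distances between libraries were Euclidean, over the 500 genes with the most variable log2 CPM at a prior count of 2.

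Positions, transcript lengths, GC content over the last 500 bases and shared windows of 50 bases came from the GENCODE vM21 transcripts of GRCm38, which cover 12608 of the gene symbols (93.9%). GC values were available for 5020 of the tested genes (95.4%). The calls were tested on simulated data, 10 sets of libraries with the depths and dispersions of the real ones and 200 genes changed in each comparison. All recovered genes had the right sign. DESeq2 1.42.0 recovered 27.6% of 4-fold changes in WT cells and 23.8% in cancer cells. The list test recovered 9 of 10 changed lists and none of 190 unchanged ones. Genes were drawn independently in these simulations, so false calls from correlated genes could not show.

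The comparisons, the lists and the following alternatives were chosen before the data were examined. They were barcode or transcript counts, median-of-ratios or upper-quartile factors, no filter or a minimum count of 50, a fit of only the 4 libraries compared, each library left out in turn, DESeq2 on 8 or on 4 libraries, and unadjusted p or an added minimum of 1 on the absolute log2 fold change. For lists they were fry and an estimated correlation, and for distances other numbers of genes (100, 2000 or all) or a prior count of 10. A fit without 1 library keeps more genes, since the filter then asks for a group size of 1, and it assumes that the lone library varies like the other groups. Added later were the thinning of all libraries to the smallest total in 20 draws, the removal of a trend on GC content and transcript length from each library, each library left out of the distances, and the settings of the share of cancer RNA. That share is the change of a gene upon mixing divided by its difference between pure cancer and pure WT cells, over genes at least 16-fold higher and at least 100 CPM in pure cancer cells. The tests for AP-1 motifs that were chosen with the others were not run, since the genome sequence was not used here. Tables and plots were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.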

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

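The tests of cancer RNA, of library size, of a trend on GC content and transcript length, and of amplification copies were chosen only after the results in this part were seen, whereas the comparisons, the lists, the fits without single libraries and the other count tables were chosen earlier.

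The paper compares mixed with pure cells within each population, and the difference between these changes was tested here. It passed an adjusted p of 0.05 (edgeR) for 4 genes. The log2 difference was 5.99 for Ly6d (standard error 0.864, adjusted p = 0.00224, edgeR), 4.47 for Ifi27l1 (standard error 0.806, adjusted p = 0.0253, edgeR), 4.06 for Ly6a (adjusted p = 0.0386, edgeR) and 3.81 for AA467197 (standard error 0.698, adjusted p = 0.0253, edgeR). Ly6d was called with each library left out, with a log2 difference between 5.33 and 6.52. Ly6a was called in 6 of these 8 fits and lost without A04 and A06. Ifi27l1 and AA467197 were called in 5 of them and lost without A04, A05 and A06.

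RNA from cancer cells among the sorted WT cells would have to make up a share of 19.8% to give the level of Ly6a in mixed WT cells, 102% for Ifi27l1, 216% for Ly6d and 273% for AA467197. A share above 100% is not possible, and the abundant cancer genes pooled gave 12.5%, or 4.34% without the 3 called genes among them, which argues against cancer RNA as the source of the last 3. At the share for Ly6a, the 9 other abundant cancer genes would have to rise as well. Of these 7 stayed below the level at that share and 2 lay above it, at a median of 0.186 of that level. Their own shares ran from −1.37% for Lgals1, −0.217% for Krt4 and −0.161% for Trf over 16.0% for Wdr92 to 26.7% for Anxa1 and 40.5% for S100a14, of which the last 2 are genes called in WT cells. As a set they argue against cancer RNA as the whole source of the change of Ly6a, whereas a part of it stays open. From barcode counts the adjusted p was 1.18e-08 for Ly6d, 2.60e-08 for Ifi27l1 and 0.0294 for AA467197 (edgeR), which argues against amplification copies for these 3. For Ly6a it was 0.439, and since its barcode counts are near their ceiling in 3 of the 4 cancer libraries, a difference in copies cannot be told apart from a difference in transcripts. With the trend on GC content and length removed, Ly6d stayed past the threshold (adjusted p = 0.0103, edgeR), which argues against that trend. Ly6a and AA467197 did not, the smaller adjusted p being 0.364 (edgeR), although the log2 differences stayed at 4.00 and 3.17, so the trend cannot be told apart from a difference between the groups for these genes. Ifi27l1 has no GC value. With all libraries thinned to the smallest total, the median count of called genes was 1.5 over 20 draws, and Ly6a was called in 11 draws, AA467197 in 10, Ly6d in 7 and Ifi27l1 in 0. The median log2 differences in these draws were 4.26, 3.85, 6.45 and 4.53, so thinning lowered the precision and not the size. All 4 genes were also called without A02, the smallest library. Library size stays open, since at the smallest total so few reads are left that the count of called genes ran from 0 to 7 between draws. A response to competition that is restricted to WT cells stays open next to these.

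The paper does not report p53 targets. Of the 10 tested genes of this list 9 were higher in mixed than in pure WT cells, with a median log2 fold change of 1.17 (adjusted p = 5.33e-06, camera). The list passed with each library left out. No gene of it was called over all genes, and 3 passed when adjusted over the list alone. In pure WT cells 8 of the 10 reached 10 CPM, and 2 are also in the cell death list. Ccng1 (chromosome 11 of GRCm38, 40748552 to 40755311) had a log2 fold change of 2.15 (adjusted p = 0.185, edgeR) and Cdkn1a (chromosome 17, 29090976 to 29100727) had 1.81 (adjusted p = 0.234, edgeR). Both were chosen after their values were seen. Between pure cancer and pure WT cells the median was −0.24 (adjusted p = 0.911, camera), where the test pointed to higher values. Of the 10 genes 4 were higher in pure cancer cells, and 0 were called in this comparison. The paper gives the cancer cells as Trp53 fl/R172H. The list thus did not separate cells with altered Trp53 from WT cells, which limits it as a reading of p53 activity.

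Cancer RNA would lower those targets that have a lower level in pure cancer than in pure WT cells. Of these 6, 9030617O03Rik, Ccng1, Cdkn1a, Gtse1, Perp and Psrc1, 5 were higher in mixed WT cells, with a median log2 fold change of 1.32. With each library left out the median was between 0.82 and 2.01, over at least 4 tested genes. The list stayed past the threshold from barcode counts (adjusted p = 1.96e-05, camera) and with the trend on GC content and length removed (adjusted p = 0.000183, camera). These values argue against cancer RNA, amplification copies and that trend. Thinned to the smallest total, only 1 of the 10 genes passed the filter, so the test was run over the genes tested before thinning. The list was higher in 20 of 20 draws and past the threshold in 19, with a median adjusted p of 0.00107 (camera). This argues against unequal library totals as the source. Thinning reuses the same reads, so it cannot test other differences of the small library A02. With the correlation estimated from the data the adjusted p was 0.0897, so correlated genes in only 2 libraries per group stay open as a source. A p53 response of WT cells to competition is a hypothesis that was found and tested on the same data.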

How the results depend on the processing

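Chosen only after the results were seen were the thinning of libraries, the removal of the trend on GC content and transcript length, the distances without single libraries, and the settings of the share of cancer RNA, whereas all other settings were chosen earlier. No paired analysis was run because the labels do not say which wells were cultured together. The wells repeat the 4 groups in order, A01 to A04 and A05 to A08, but a fit blocked on that order was not tried. The count of 0 called genes in cancer cells therefore holds for fits without pairs. The AP-1 motif test and its alternatives were not run, as the genome sequence was not used here. Where a setting moved a result, the cause was not tested unless it is given. Median-of-ratios factors shifted the median difference between the WT and cancer changes by 0.11, and other shifts from scaling stayed under 0.1.

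The 39 genes called in WT cells became 93 from barcode counts, 82 from transcript counts, 68 without a filter, 108 with the 4 WT libraries alone and 66 with DESeq2. Without adjustment the count was 509. It was 23.5 after thinning, where fewer genes were tested, and 22 with the trend on GC content and length removed. With each library left out it ranged from 2 without A06 to 118 without A07. These fits test more genes, as the filter asks for a smaller group. In cancer cells the count of 0 changed only without adjustment, to 69. The 4 genes whose change differed between WT and cancer cells became 23 from barcode counts, 10 from transcript counts, 10 without a filter, 13 with DESeq2, 383 without adjustment, 1.5 after thinning and 1 with the trend removed. With each library left out the count ranged from 1 to 32.

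For the lists in WT cells, fry gave adjusted p of 0.0593 for the Ly6 family, 0.232 for cell cycle and for AP-1 genes, 0.123 for DNA metabolism, 0.137 for RNA splicing and for stem cell markers, 0.0957 for Wnt targets and 0.330 for enterocyte markers. Fry tests each list against no change, and camera against the other genes, so that a test can point to higher values while most genes of the list are lower. Where the direction of a test changed and the sign of the median log2 fold change differs from it, the median or the count of genes is given. The estimated correlation gave 0.0897 for the Ly6 family, annexins, fetal-like and repair markers, cell death, defense and p53 targets alike. It gave 0.289 for cell cycle, 0.171 for DNA metabolism, stem cell markers and Wnt targets, 0.220 for RNA splicing, 0.210 for AP-1 genes and 0.411 for enterocyte markers. Without a filter, cell death (0.103), AP-1 genes (0.196) and Wnt targets (0.0693) were lost, Paneth, goblet and enteroendocrine markers passed as lower (0.0149), and the test of inorganic response genes pointed to lower values (0.579). With a minimum count of 50, cell death (0.174), defense (0.660), AP-1 genes (0.241) and enterocyte markers (0.356) were lost, and the test of inorganic response genes pointed to lower values (0.174). Fewer genes of each list are then tested. From barcode counts inorganic response genes passed as higher (0.00947), AP-1 genes were lost (0.0657), and the test of Paneth, goblet and enteroendocrine markers pointed to higher values (0.132), as it did from transcript counts (0.945, median −0.0917). With the 4 WT libraries alone, AP-1 genes (0.199) and enterocyte markers (0.137) were lost, and with upper-quartile factors Wnt targets (0.0511). With the trend on GC content and length removed, AP-1 genes (0.0893), stem cell markers (0.0533), Wnt targets (0.0533) and enterocyte markers (0.428) were lost.

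With each library left out, the adjusted p of cell death genes in WT cells ranged from 0.000537 (without A01) to 0.0506 (A05). That of inorganic response genes ranged from 0.377 (A01) to 0.943 (A02, median −0.20), and the test pointed to lower values without A05 (0.583, median 0.0313). Cell cycle genes ranged from 0.000101 (A02) to 0.519 (A06), AP-1 genes from 0.0144 (A02) to 0.697 (A06) and stem cell markers from 0.00130 (A01) to 0.258 (A06). Wnt targets ranged from 0.0263 (A08) to 0.110 (A06), and both these lists were also lost without A05. Enterocyte markers ranged from 0.00123 (A05) to 0.937 (A06, where the test pointed to higher values while 8 of 11 genes were lower, with a median of −0.78) and were also lost without A01. Paneth, goblet and enteroendocrine markers ranged from 0.0489 (A01) to 0.697 (A05, where the test pointed to higher values). The Ly6 family, annexins, fetal-like and repair markers, defense, DNA metabolism, RNA splicing and p53 targets passed in all 8 of these fits.

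For the lists in cancer cells, defense genes were lost from barcode counts (0.170), with a minimum count of 50 (0.547), with the 4 cancer libraries alone (0.174), with fry (0.765), with the estimated correlation (0.501) and with the trend removed (0.330). DNA metabolism genes were lost from barcode counts (0.388), with fry (0.765), with the estimated correlation (0.619) and with the trend removed (0.995), where the test pointed to lower values while the median stayed at 0.15. Enterocyte markers were lost with a minimum count of 50 (0.0915), fry (0.765) and the estimated correlation (0.501). Paneth, goblet and enteroendocrine markers were lost with fry (0.765) and the estimated correlation (0.511). The lists that did not pass changed as follows. The test of the Ly6 family pointed to higher values from barcode counts (0.597), transcript counts (0.785) and with the trend removed (0.648), while the medians stayed lower, at −0.18, −0.0922 and −0.0399. Without a filter, the tests of annexins (0.449), cell death (0.567) and inorganic response genes (0.854, median −0.0392) pointed to higher values, and fetal-like and repair markers (0.00272), cell cycle (0.00114), RNA splicing (0.0124) and stem cell markers (0.0150) passed as higher. From barcode counts the test of cell death genes pointed to higher (0.939) and that of cell cycle genes to lower values (0.375), and stem cell markers passed (0.0190). RNA splicing genes passed from transcript counts (0.0217) and, like Wnt targets, with a minimum count of 50 (0.0383 each). With the trend removed, the tests of cell cycle (0.543) and RNA splicing genes (0.995) pointed to lower values, while the medians stayed higher, at 0.0609 and 0.19. With the 4 cancer libraries alone, the test of p53 targets, of which 3 were tested, pointed to higher values (0.558).

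With each library left out, the adjusted p in cancer cells ranged for the Ly6 family from 0.0176 (A03) to 0.667 (A06), with higher values without A04 (0.0817) or A07 (0.128), and for annexins from 0.467 (A03) to 0.909 (A04), with a test that pointed to higher values without A04 or A07 (0.513). Fetal-like and repair markers ranged from 0.000653 (A07) to 0.677 (A03, where the test pointed to lower values at a median of 0.0507), and cell death from 0.351 (A07) to 0.909 (A04, where the test pointed to higher values). Defense genes ranged from 0.000157 (A08) to 0.785 (A04, lower values) and were also lost without A07 (0.128). Inorganic response genes ranged from 0.135 (A04) to 0.947 (A08), and their test pointed to higher values without A08 or A03 (0.572, median −0.0266). Cell cycle genes ranged from 0.000816 (A08) to 0.351 (A07, lower values), DNA metabolism genes from 1.82e-06 (A03) to 0.204 (A07, lower values) and RNA splicing genes from 0.00880 (A08) to 0.587 (A07). Without A04 all 3 of these lists were lower, with 5 of 30 DNA metabolism genes higher and a median of −0.70 (0.0789), 16 of 43 RNA splicing genes higher and a median of −0.24 (0.115), and 9 of 25 cell cycle genes higher and a median of −0.59 (0.0509). AP-1 genes ranged from 0.0674 (A07) to 0.770 (A03, lower values) and stem cell markers from 0.0354 (A07) to 0.434 (A03). Enterocyte markers ranged from 5.71e-05 (A08) to 0.909 (A04), and Paneth, goblet and enteroendocrine markers from 5.71e-06 (A08) to 0.909 (A04, where the test pointed to higher values while 11 of 15 genes were lower). Both were also lost without A03 (0.0623 each). Library A04 holds most reads of the mixed cancer group. Between pure cancer and pure WT cells, the median of p53 targets was −0.24 while the test pointed to higher values. The test pointed to lower values from barcode counts (0.800), transcript counts (0.717) and without a filter (0.773), and without A02 (0.931), A03 (0.659), A04 (0.999), A05 (0.440) or A08 (0.803), where the median was lower as well.

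Among single genes in WT cells, the sign of the log2 fold change changed for genes with few reads in A02 or A06. Anxa6 was −0.0741 from barcode counts, −0.0261 without a filter and −0.14 with DESeq2 on the 4 WT libraries. With each library left out it ranged from −7.35 (A06) to 0.47 (A02). Anxa8 ranged from −4.30 (A06) to 4.24 (A01), Lgr5 from −8.92 (A06) to 0.32 (A05) and Jun from −9.95 (A06) to 0.45 (A02). Ly6c2, with 1 read, ranged from 0.00 (A06) to 4.60 (A02), and Ly6e from −1.77 to 1.06. Anxa11 ranged from −1.40 to 0.0167 (A02) and Anxa13 from −1.34 to 1.30. Irf7 ranged from −3.60 (A06) to 5.86 (A01) and 2310002J15Rik from −3.95 (A06) to 5.87 (A02). Without A06, Anxa6, Anxa8, Lgr5, Jun, Ly6c2, Irf7 and 2310002J15Rik have no read in A02, the mixed WT library that is left, so their fitted values come from the prior count and measure no size. Only Lgr5 and Jun had a level in pure WT cells above the floor of A02, at 39.3 CPM. They were at least 1.32-fold and 2.63-fold lower, and the sign of the other 5 is no reversal. Ly6a in cancer cells ranged from −0.66 (A08) to 0.42 (A07). Anxa8 between pure cancer and pure WT cells ranged from −4.29 (A07, where A03 has no read and the level in pure WT cells is under its floor) to 4.31 (A03), with an adjusted p of 0.124 (edgeR) on all libraries.

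The ratio of distances between and within groups ranged in WT cells from 0.679 (A05) to 4.02 (A06) and in cancer cells from 0.697 (A08) to 1.45 (A07), since leaving out a library removes 1 of the 2 distances within groups. The median share of cancer RNA in mixed WT cells was 2.55% over the genes at least 16-fold higher in cancer cells. Over genes at least 16-fold lower in cancer cells it was 38.7%. Over the higher genes it was 11.7% at a cutoff of 8-fold and 0.525% from barcode counts, and ranged from 0.169% (A06) to 5.37% (A01) with each library left out.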

Differences from the paper's values

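No setting of this part was chosen after the values were seen. The paper's text gives no count of changed genes. In the heatmap of Figure 4C, read by eye, about 66% of the genes are shown as higher in mixed WT cells, against 87.2% of the genes called here, and 51.7% of the edgeR genes and 66.8% of the genes in the authors' table at a threshold of 0.05 without adjustment.

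The paper marks Ly6c1, Anxa8, Anxa2 and Anxa5 among the genes that are differentially expressed in WT cells upon mixing (Figure 4C), and none of these 4 passed an adjusted p of 0.05 (edgeR). Of the 9 marked genes, the other 5, Ly6d, Ly6a, Anxa10, Anxa3 and Anxa1, passed. The legends of the panels made from the same genes give a threshold of 0.05 and do not say whether it was adjusted. In the authors' table Anxa2 has an adjusted p of 0.0111 and Anxa5 one of 0.0120 (DESeq2), whereas Ly6c1 and Anxa8 pass only without adjustment.

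Anxa2 passed here with median-of-ratios factors (0.0424), upper-quartile factors (0.0380), no filter (0.0317), a minimum count of 50 (0.0414), the 4 WT libraries alone (0.00558) and DESeq2 on the 8 libraries. It also passed in 6 of the 8 fits without a library, the exceptions being A05 and A06. Anxa5 passed from barcode counts (0.00175), from transcript counts (0.00634), with median-of-ratios factors (0.0403), upper-quartile factors (0.0435), a minimum count of 50 (0.0398), the 4 WT libraries alone (0.0173) and DESeq2 on the 8 libraries. It also passed without A02, A03, A04, A07 or A08. No setting called Ly6c1 or Anxa8 after adjustment.

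The response to inorganic substances was taken as a class of terms from Figure 4A, the panel of terms enriched in mixed WT cells. The paper's text does not name this class. The hand-written list for this class, which is not the same set of genes, had a median log2 fold change of 0.11 (adjusted p = 0.399, camera), and its called gene, Mt2, was lower. From barcode counts the list was past the threshold and higher (adjusted p = 0.00947, camera).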

Other observations

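The tests of library size by thinning, of the trend on GC content and transcript length, and the settings of the share of cancer RNA were chosen after the plan was fixed, those of the trend and of library size in the distances only after the result was seen, whereas tests of cancer RNA and amplification copies for the genes called in WT cells were planned from the start.

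Of the 34 genes called higher in mixed WT cells, 27 were also higher in pure cancer than in pure WT cells. To give their levels, cancer RNA would have to make up a median share of 81.3%. The 10 genes with the highest level in pure cancer cells among those at least 16-fold higher there, of which Ly6a, Anxa1 and S100a14 are also called genes, all stayed below their level at that share, at a median of 0.0940 of it, with 1711 reads where 6944 would be needed. The other 7 called genes, Anxa10, Car2, Cybrd1, Lypd8, Ncoa4, Prap1 and Tmcc3, were lower in cancer cells, and 13 of the 34 lay above every cancer library in both mixed WT libraries. This argues against cancer RNA as the source of the calls as a set. A smaller share stays open. The 10 genes pooled gave 12.5%, where Ly6a made up 904 of the 1711 reads, and the 7 of them that are not called gave 4.34%. The shares also differed between kinds of genes. Over the 34 genes at least 16-fold higher in cancer cells the median was 2.55%, with an upper quartile of 17.2%. Without the called genes among them, the median was 1.30% over 27 genes, with an upper quartile of 5.54%. Over the 65 genes at least 16-fold lower in cancer cells it was 38.7% (46.3% in A02 and 23.6% in A06), with quartiles of −9.13% and 54.8%. It was 41.9% over enterocyte markers and −0.364% over Paneth, goblet and enteroendocrine markers. Cancer RNA alone would give the same share in both directions, so the fall of genes that are low in cancer cells was larger than the rise of cancer genes accounts for.

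With all libraries thinned to the smallest total, a median of 23.5 genes was called over 20 draws, 20 of them higher and 3 lower, among a median of 1494.5 tested genes. The count fell by more than the 1.5 times that had been written down before thinning was run for a pattern that does not depend on library size, but fewer genes could be tested. Of the genes called higher, 25 were tested after thinning, all kept their direction, and their log2 fold changes were 1.04 times the earlier ones in the median. A median of 13.5 of these 25 were still called. Thinning draws from the same reads, so kept directions and sizes were largely set in advance. They cannot exclude library size as a cause. From barcode counts the median ratio was 0.855, and 25 of 33 tested genes were still called, which argues against amplification copies. With the trend on GC content and transcript length removed from each library, 22 genes were called, 21 of them also called before. The trend spanned a log2 range of 1.44 in A02 and 0.177 to 0.709 in the other libraries. It is thus not the whole cause, although part of the calls depend on it.

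The distance between mixed and pure WT libraries was 1.30 times that within the groups after thinning, with a range of 1.26 to 1.33, so the ratio did not come from library size alone. The thinned distance was 30.6 between the groups, 18.3 within pure WT and 28.9 within mixed WT cells. That within mixed WT cells was thus near that between the groups. It had fallen from 77.0, while that between the groups had fallen from 56.3. Mixed WT library A02 lay apart on the second principal component and also had the fewest reads and the highest share of mitochondrial reads (10.6%). With 2 libraries in the group, its separate place cannot be assigned to its depth or to the cells, and no biological explanation of it was tested.

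In mixed WT cells, intestinal stem cell markers were lower, with 9 of 12 genes falling and a median log2 fold change of −1.18, or −1.05 with limits (adjusted p = 0.0188, camera). Of the 12, 10 reached 10 CPM in pure WT cells and 4 are also in the list of Wnt targets. Wnt targets were lower in 6 of 8 genes, with a median of −1.61, or −1.76 without the 1 gene at or under the floor in both groups (adjusted p = 0.0476, camera), and 5 of the 8 reached 10 CPM. No gene of either list was called over all genes, and 2 of each passed when adjusted over the list alone. Lgr5 (chromosome 10 of GRCm38, 115450311 to 115587780) had a log2 fold change of −0.46 (standard error 0.906, adjusted p = 0.935, edgeR). Its sign changed to 0.32 without A05 and to 0.03 without A02. A loss of Lgr5 mRNA was thus not detected. The mixed WT libraries disagreed, with no read in A02 and no fall with A06 alone. Enterocyte markers were lower in 9 of 11 genes, with a median of −0.77 (adjusted p = 0.0401, camera), and 0 passed when adjusted over the list alone. Without A06 the adjusted p was 0.937 and the test pointed to higher values, at a median of −0.78. Paneth, goblet and enteroendocrine markers had a median of −0.20 (adjusted p = 0.324, camera), and 1 of 16 passed when adjusted over the list alone. All genes of these 2 lists reached 10 CPM in pure WT cells.

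Among AP-1 and JNK genes in WT cells, the log2 fold change was 2.53 for Dusp1 (adjusted p = 0.501, edgeR), 1.75 for Gadd45b, 1.66 for Junb (adjusted p = 0.216, edgeR), 1.28 for Fos and −0.15 for Jun (standard error 0.698, adjusted p = 0.978, edgeR). That of Jun was 0.45 without A02. None was called. Trp53 fell by 1.15 (adjusted p = 0.664, edgeR). Dusp10 and Apc had too few reads to be tested.

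In mixed against pure cancer cells, 4 of the 15 lists passed with camera and none with fry or the estimated correlation. Defense genes (14 of 17 higher, median 0.20, adjusted p = 0.0106, camera) and DNA metabolism genes (17 of 30 higher, median 0.14, adjusted p = 0.00745, camera) tested as higher. Neither direction held without A04, where the medians were −0.17 and −0.70. Enterocyte markers (adjusted p = 0.00106, camera) and Paneth, goblet and enteroendocrine markers (adjusted p = 0.000389, camera) tested as lower. Their medians were 0 and their means 0.48 and 0.41, which do not share the sign of the test. Without the 7 and 6 genes at or under the floor in both groups, and with limits, the medians were −1.37 and −0.66. A gene without reads gets a lower voom value in a deeper library, and A04 is the deepest. The direction of both tests can thus not be told apart from depth. Among the rest, stem cell markers had a median of 1.06, or 0.35 with limits (adjusted p = 0.0584, camera), Wnt targets 0.80 and cell cycle genes 0.11 (adjusted p = 0.0916 each, camera), and RNA splicing genes 0.16 (adjusted p = 0.102, camera). Fetal-like and repair markers had a median of 0.32 (adjusted p = 0.122, camera), p53 targets −0.44 (adjusted p = 0.214, camera), and cell death genes 0.02 with a mean of −0.03 (adjusted p = 0.254, camera). The AP-1 list had 0.38 (adjusted p = 0.439, camera). The Ly6 family had −0.11, genes of the response to inorganic substances −0.09, and annexins 0.09 with a test that pointed to lower values (adjusted p = 0.505 each, camera).

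Pure cancer and pure WT cells differed in 524 called genes (269 higher and 255 lower in cancer cells), and mixed cancer and mixed WT cells in 338 (106 higher and 232 lower). The genes that rise in mixed WT cells are in part genes that cancer cells express more. The log2 difference between pure cancer and pure WT cells was 4.68 for Ly6d, 6.18 for Ly6a, 4.07 for Anxa1, 3.18 for Anxa2, 4.72 for Anxa3 and 2.46 for Anxa5. Anxa10 had 2 reads in pure cancer cells, with a ratio to pure WT cells of 0.0402 and a 95% counting interval of 0.00485 to 0.147. The Ly6 family was higher in cancer cells (median 6.18, or 4.77 with limits, adjusted p = 4.92e-10, camera), as were annexins (adjusted p = 0.00115, camera), defense genes (median 1.41, adjusted p = 0.000846, camera) and AP-1 and JNK genes (median 0.55, adjusted p = 0.0325, camera). Enterocyte markers (median −8.68, or −4.38 with limits, adjusted p = 4.84e-10, camera) and Paneth, goblet and enteroendocrine markers (median −7.99, or −4.68 with limits, adjusted p = 3.60e-11, camera) were lower. So were DNA metabolism genes (median −0.39, adjusted p = 0.0368, camera) and stem cell markers (median −1.12, adjusted p = 0.0454, camera). Cell death, inorganic response, cell cycle, RNA splicing and Wnt genes did not pass (adjusted p from 0.256 to 0.768, camera). Of the 9 lists that passed, 6 held with fry and 0 with the estimated correlation.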
